# High-resolution Hi-C maps highlight multiscale 3D epigenome reprogramming during pancreatic cancer metastasis

**DOI:** 10.1186/s13045-021-01131-0

**Published:** 2021-08-04

**Authors:** Bo Ren, Jinshou Yang, Chengcheng Wang, Gang Yang, Huanyu Wang, Yuan Chen, Ruiyuan Xu, Xuning Fan, Lei You, Taiping Zhang, Yupei Zhao

**Keywords:** Hi-C, Pancreatic cancer, Metastasis, Epigenetics, Multi-omics

## Abstract

**Background:**

Pancreatic cancer’s poor prognosis is caused by distal metastasis, which is associated with epigenetic changes. However, the role of the 3D epigenome in pancreatic cancer biology, especially its metastasis, remains unclear.

**Methods:**

Here, we developed high-resolution 3D epigenomic maps of cells derived from normal pancreatic epithelium, primary and metastatic pancreatic cancer by in situ Hi-C, ChIP-seq, ATAC-seq, and RNA-seq to identify key genes involved in pancreatic cancer metastasis

**Results:**

We found that A/B compartments, contact domains, and chromatin loops changed significantly in metastatic pancreatic cancer cells, which are associated with epigenetic state alterations. Moreover, we found that upregulated genes, which were located in switched compartments, changed contact domains, and metastasis-specific enhancer-promoter loops, were related to cancer metastasis and poor prognosis of patients with pancreatic cancer. We also found that transcription factors in specific enhancer-promoter loop formation were also associated with metastasis. Finally we demonstrated that LIPC, looped to metastasis-specific enhancers, could promote pancreatic cancer metastasis.

**Conclusions:**

These results highlight the multiscale 3D epigenome reprogramming during pancreatic cancer metastasis and expand our knowledge of mechanisms of gene regulation during pancreatic cancer metastasis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13045-021-01131-0.

## Background

The incidence of pancreatic cancer has steadily risen in recent years. Despite the significant progress in the treatment of most human cancers, pancreatic cancer continues to be a deadly malignancy due to its distant metastasis and difficulty in early diagnosis. Currently, the 5-year survival rate of patients with distant metastasis is only 3% [1], which is much smaller than that of patients with localized lesions. Therefore, the identification of fundamental mechanisms involved in pancreatic cancer metastasis would provide valuable information for its diagnosis and treatment.

It is well known that genetic mutations play pivotal roles in primary tumorigenesis; however, no “metastasis-specific” genetic mutations have been identified [2]. A recent whole-genome sequencing study showed that there are few heterogeneities of known driver mutations in primary and metastatic pancreatic cancer tissues [3], indicating that genetic mutations per se may have relatively less influence on metastasis. Increasing knowledge of epigenetics has shown that DNA methylation and histone modification are associated with pancreatic cancer pathobiology and subtyping [4], and they change significantly during pancreatic cancer progression. However, as an integral part of epigenetic information [5], the 3D organization of chromatin and its reprogramming during tumor metastasis remain to be elucidated, and even less is known about pancreatic cancer.

Appropriate gene expression is determined by correct chromatin folding. Hi-C, a genome-wide chromosome conformation capture assay, showed that the human genome is folded three-dimensionally in the nucleus and divided into several active or inactive compartments, named A or B [6]. Subsequent analyses showed that compartments are partitioned into ~ 1 Mb in size, called “topologically associating domains” [7]. With increased sequencing depth, high resolution Hi-C data showed that there are contact domains located in megabase-sized chromatin domains [8] and allowed the detection of loops across the entire genome. These chromatin loops are usually mediated by CCCTC-binding factor (CTCF) [8], and often connect regulatory regions, such as enhancer-promoter loops. Previous studies demonstrated that aberrant chromatin interactions contribute to tumorigenesis [9, 10], but no detailed studies have delineated a 3D epigenomic map of cancer metastasis, especially for pancreatic cancer.

To investigate the 3D epigenomic features of pancreatic cancer metastasis, we performed multi-omic analyses of normal pancreatic and pancreatic cancer cells derived from the primary site and liver metastasis. We first analyzed chromatin interactions by high-resolution in situ Hi-C, which is useful for mapping compartments [6], contact domains, and chromatin loops [8]. Moreover, the epigenetic states of chromatin interacting regions were characterized by chromatin immunoprecipitation sequencing (ChIP-seq) of several histone marks and CTCF to characterize contact domains and loops mediated by CTCF or cis-regulatory elements (e.g., enhancer, insulator) by combining the ChIP-seq and Hi-C data. In addition, we performed Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) to identify nucleosome-depleted regions (NDRs) and infer essential transcription factors involved in chromatin loops. Finally, transcription profiles were determined by RNA-seq. These sequencing data and integrated analyses enabled to (a) develop comprehensive 3D epigenomic maps, (b) investigate the epigenetic state of the compartments and contact domains, and (c) identify and characterize metastasis-specific enhancer-promoter loops. This characterization of the 3D epigenomic features provided more detailed epigenetic mechanisms of pancreatic cancer metastasis.

## Methods

### Cell culture and transfection

Normal human pancreatic epithelial cells (HPNE, ATCC®CRL-4023), primary pancreatic cancer cells (PANC-1, ATCC®CRL-1469), and metastatic pancreatic cancer cells (Capan-1, ATCC®HTB-79) were obtained from American Type Culture Collection (ATCC) (https://www.atcc.org/). All cell lines were cultured under recommended conditions and were authenticated by high-resolution small tandem repeats (STR) profiling. The siRNA targeting LIPC and a scramble control siRNA were purchased from Guangzhou RiboBio Co., LTD. (Guangzhou, China). Sequences of siLIPC is 5′-GCAAAGGAATTGCTAGTAA-3′. The full length LIPC cDNA was subcloned into the GV658 empty vector (https://www.genechem.com.cn/index/supports/zaiti_info.html?id=208). Transient transfections were performed by lipofectamine 3000 (Invitrogen) according to the corresponding protocol.

### Lentivirus production and infection

Lentivirus for LIPC stably overexpression and shRNA targeting LIPC were purchased from GENECHEM as viral particles with firefly luciferase cassette and puromycin resistance gene. Infection of PANC-1 and Capan-1 was performed according to the manufacturer's protocol. After infection, cells were selected by 2 µg/mL puromycin and maintained by 1 µg/mL puromycin.

### qRT-PCR

Total RNA was extracted by RNA-Quick Purification Kit (ES Science, RN001) and reverse transcription was performed using the Takara PrimeScript™ reagent Kit with gDNA eraser (RR047A). The PCR primers for LIPC are F: ATCAAGTGCCCTTGGACAAAG, R: TGACAGCCCTGATTGGTTTCT. GAPDH primers as internal control were purchased from Sangon Biotech.

### Western blot analysis

Western blot analysis was performed as described previously [11]. Briefly, we performed SDS-PAGE to separate protein lysates (20 µg). Then we used primary and secondary antibodies to detect target proteins, and used an enhanced chemiluminescence assay to visualize protein bands. LIPC antibody was purchased from ProteinTech (21133-1-AP, ProteinTech). β-actin and GAPDH antibodies were purchased from LabLead (A0101-1, G0100, LabLead). E-cadherin, N-cadherin, Vimentin antibodies were purchased from Cell Signaling Technology (3195 T, 13116 T, 3390S, CST).

### Wound-healing assay

The gaps between cells at 0 h were created by Culture-Insert 2 Well (80241, ibidi). The cells were then incubated in medium with 1% FBS, and images were captured at 0 h, 24 h, 36 h, and 48 h. The relative area of cell migration from the gap at 0 h was determined as the migration rate.

### Transwell assay

Transwell assays were conducted as described previously [12]. In brief, 3.0 × 10^4^ PANC-1 or 2.0 × 10^5^ Capan-1 in FBS-free medium were placed into the upper chamber coated with FBS-free medium for migration, or 1:40 diluted matrigel for invasion, and completed medium were placed into the lower chamber. After 24 h, the migrated or invaded cells were fixed by 4% paraformaldehyde and stained with crystal violet. After the membranes were dried, the cell numbers were calculated in 5 high power fields per transwell unit. The mean values were determined in triplicate assays.

### Clinical specimens and immunohistochemistry (IHC) analysis

Eighty-seven primary pancreatic cancer tissues with 81 paired adjacent normal pancreatic tissues were collected from pancreatic cancer patients who undergone radical resection of pancreatic cancer. 27 liver metastasis of pancreatic cancer tissues were collected from pancreatic cancers who undergone liver nodule biopsy. All patients did not receive neoadjuvant therapy. Clinicopathological features of these patients were listed in Additional file 7: Tables S1–S2. This study was approved by the Medical Ethical Committee of Peking Union Medical College Hospital.

Antibody against LIPC (21133-1-AP, ProteinTech) was used to perform IHC analysis. Two experienced pathologists independently assessed the results. Staining intensities were graded as 0 (negative), 1 (low), 2 (medium), or 3 (high), whereas the staining extent was scored from 0 to 100%. The final IHC score = intensity score × percentage score × 100.

### Hi-C library construction and data analysis

In situ Hi-C experiments of 3 cell lines were performed following the protocol provided by Rao et al. [8] with minor modifications. Briefly, the cells were crosslinked by 1% formaldehyde and then resuspended in lysis buffer (10 mM Tris–HCl pH 8.0, 10 mM NaCl, 0.2% Igepal CA-630, 1/10 vol. of proteinase inhibitor cocktail (Sigma)). The genome was then digested by the 4-cutter restriction enzyme *MboI*, and the DNA ends were marked by biotin-14-dCTP and ligated by the ligation enzyme. Next, the nuclear complexes were treated with proteinase K at 65 °C for reverse crosslinking, and the DNA was purified by phenol–chloroform extraction and sheared into 200–600 bp fragments by sonication, and the biotin-labeled DNA fragments were enriched by streptavidin C1 magnetic beads. The Hi-C library from the beads was sequenced on the Illumina HiSeq X Ten platform with 150 bp paired-end reads, and the reads were trimmed to 50 bp.

Raw Hi-C fastq files were processed by HiC-Pro [13] for filtering, mapping and creating raw contact count matrices. The matrices were normalized by using the iterative correction method. The stratum-adjusted correlation coefficients (SCC) among libraries were calculated by the HiCRep package [14] and shown in Fig. 1 to confirm that Hi-C libraries were of high quality and reproducible. The replicate datasets of each cell line were pooled to increase the sequence coverage.

**Fig. 1:**
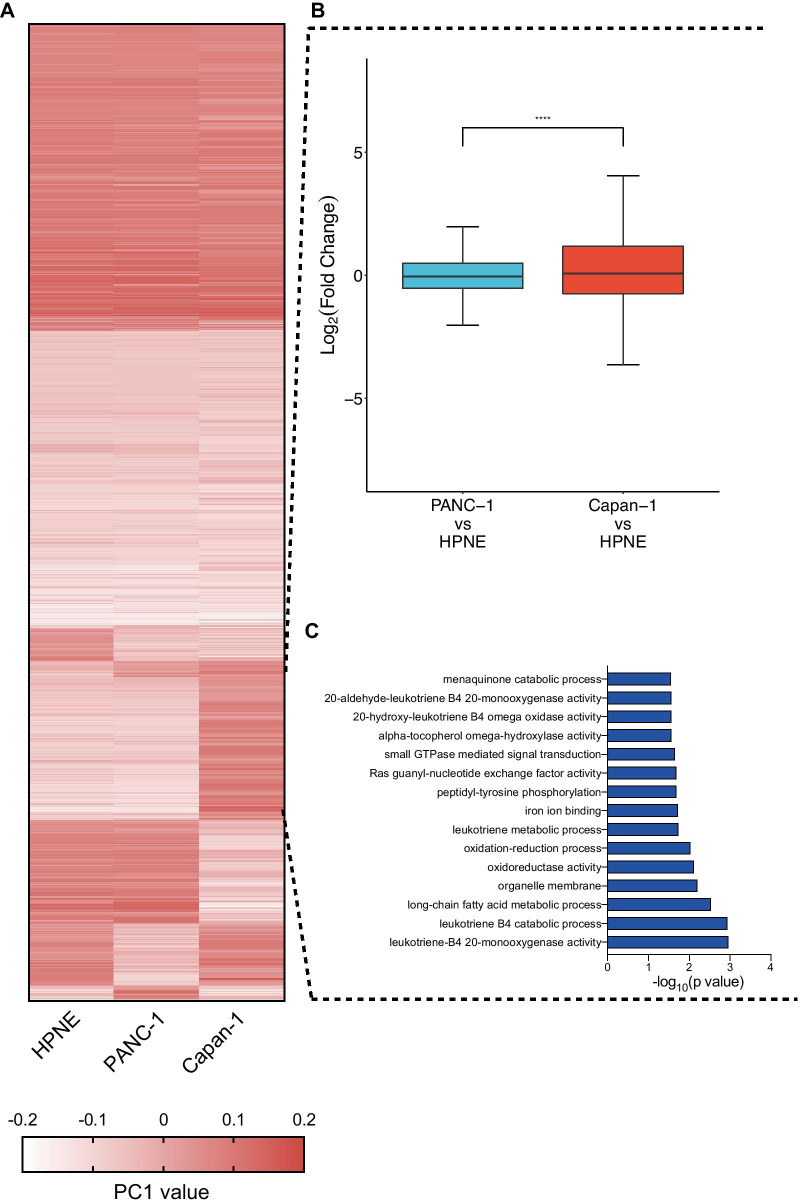
Compartment reorganization during pancreatic cancer metastasis. **a** Cluster analysis of compartments according to PC1 values. **b** Left: Log_2_ (fold change) between primary cancer (PANC-1) and normal (HPNE) cells. Right: Log_2_ (fold change) between metastatic cancer (Capan-1) and normal (HPNE) cells (Wilcoxon rank-sum test, ****p < 0.0001). **c** GO enrichment for concordance genes located in B compartments of primary and normal cells but in A compartments of metastatic cancer cells. Whiskers of box plots are from Q1-1.5*IQR to Q3 + 1.5*IQR

### 3C-qPCR

3C-qPCR assays were performed in PANC-1 and Capan-1 cells according to protocol provided by Hagege et al. [15]. After crosslinking of cells, we used the restriction enzyme HindIII to digest genomic DNA, and designed the primers within 50 kb upstream of HindIII restriction site. The 3C ligation products were quantified by SYBR Green-based PCR. Negative control primers were internal primers of GAPDH, which was used for normalization. The primer sequences are listed in the Additional file 7: Table S4.

#### ChIP-seq and ChIP-qPCR

ChIP experiments were performed by following the protocol of the SimpleChIP®Plus Enzymatic Chromatin IP Kit (Cell Signaling Technology #9005). Ten micrograms of chromatin of each of the 3 cell lines was precipitated by the corresponding 10 µL of antibody (CTCF Cell Signaling Technology #3418; H3K4me3 Cell Signaling Technology #9751S; H3K27ac Cell Signaling Technology #8173S; H3K36me3 Cell Signaling Technology #4909S; H3K9me3 Cell Signaling Technology #13969S; H3K27me3 Cell Signaling Technology #9733S) with the recommended dilution rate provided by Cell Signaling Technology. ChIP-seq libraries were sequenced on an Illumina HiSeq X Ten sequencer with paired-end 50-bp reads. All ChIP-seq reads were aligned to human hg19 genome by Bowtie ver 2.1.0 (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml). Peak calling was performed by MACS2 ver 2.1.1 (https://github.com/taoliu/MACS/), followed by peak annotation by using bedtools ver 2.20.1 (http://bedtools.readthedocs.io/en/latest). The Pearson correlation between libraries was performed by plotCorrelation modules from deepTools ver 2.5.3 (https://github.com/deeptools/deepTools).

ChIP-qPCR was performed by SYBR Green dye after ChIP experiments. Primers spanning every enhancer and promoter region were designed and used for ChIP-qPCR. The primer sequences are listed in the Additional file 7: Table S3.

#### ATAC-seq

For each cell line, approximately 50,000 living cells were taken for library construction. The cells were lysed in 1 × lysis buffer to obtain the nuclei, and the transposase-treated libraries were constructed using the TruePrepTM DNA Library Prep Kit V2 for Illumina (Vazyme Biotech, China). PCR was performed to amplify the libraries.

The libraries were sequenced on the Illumina HiSeq X Ten sequencer in paired-end 150 bp style. After removal of adaptor-polluted or low-quality reads, clean data were mapped to the human h19 genome by Bowtie2 ver 2.1.0 (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml). Peaks corresponding to the open region were called by MACS2 using the default parameters. Pearson correlation between libraries was performed by plotCorrelation modules from deeptools.

#### RNA-seq

RNA-seq was performed in triplicate for HPNE, PANC-1, and Capan-1 cells. RNA was extracted using TRIzol reagent (Cat # 15596-018; Thermo Fisher Scientific, NY, USA), and the quality of RNA was assessed by the Bioanalyzer 2100 (Agilent Technologies, CA, USA). A total of 2 µg of RNA per sample was used as input material for sample preparation. Sequencing libraries were constructed by NEBNext_®_ Ultra™ RNA Library Prep Kit for Illumina_®_ (#E7530L, NEB, USA) and sequenced on the Illumina HiSeq X Ten platform with 150 bp paired-end reads. Reads were mapped to the human hg19 genome using HISAT2 ver 2.1.0 (https://github.com/DaehwanKimLab/hisat2). The expression levels of genes in each sample were quantified by HTSeq ver 0.6.1 (https://github.com/simon-anders/htseq) and normalized by the FPKM method. Differentially expressed genes were identified by DESeq2. The p-value was calculated by the Wald test and corrected by Benjamini and Hochberg’s method as the *q*-value. Genes with adj. *p* ≤ 0.05 and |log_2_(fold change)|≥ 1 were identified as differentially expressed genes. Wilcoxon rank-sum tests were performed to compare the expression levels of genes in histone-mark-enriched TADs and looped to enhancers. The annotation was performed by stringtie ver 1.3.3b (https://github.com/gpertea/stringtie). Spearman correlation analysis was performed on the Fragments Per Kilobase of transcript per Million mapped reads (FPKM) values for Additional file 7: Fig. S1C.

#### Identification of A/B compartments

We performed principal component analysis (PCA) on correlation Hi-C heatmaps with 1 Mb resolution to obtain PC1, PC2, and PC3 values by cword-dekker software (https://github.com/dekkerlab/cworld-dekker) with matrix2compartment.pl. The PC1 values combined with gene density and the plaid pattern in the correlation heatmaps along each chromosome to obtain the final ‘PC1’ list. The positive values were set to ‘A’, and negative values were set to ‘B’ based on their association with gene density. The profiling of ChIP-seq and ATAC-seq for compartments was performed by deepTools.

#### Identification of contact domains and contact domain boundaries

We used the Arrowhead [8] module from Juicer software to identify contact domains and contact domain boundaries at 5 kb Hi-C matrices. The profiling of ChIP-seq for contact domain boundaries was performed by deepTools, and we extracted genes located in the ± 5 kb region of the contact domain boundaries for GO enrichment analysis. Common contact domains were defined as domains that had over 80% overlap between cell types. Histone mark-enriched contact domains were defined as contact domains intersecting with corresponding ChIP-seq peaks having the top 25% ChIP-seq signals. Intersections were performed using the Bedtools and BamCompare functions from deepTools. Wilcoxon rank-sum tests were performed to compare the size of contact domains and expression (FPKM) of genes located in corresponding contact domains.

#### Characterization of loops

Using the 5 kb resolution normalized contact count matrices, intrachromosomal loops of each cell line were detected using the HICCUPS [8] program. The regulatory elements were defined as below to find enhancer-promoter loops: (1) Promoters: − 2 kb windows of the TSSs of all expressed genes overlapping with H3K4me3 peaks; (2) Enhancers: H3K27ac peaks located greater than 2 kb from the TSS of all genes; (3) Insulators: CTCF peaks without overlap with the sets of promoters or enhancers. CTCF-mediated loops were defined as loops whose anchors overlapped with CTCF ChIP-seq peaks. For Figs. 4 and 6, we first identified cell type-specific or common enhancers, and then we used our Hi-C loop data to find genes looped to these enhancers. Then, we intersected the H3K27ac ChIP-seq peaks in these enhancers or H3K4me3 ChIP-seq peaks in the promoters of these genes with ATAC-seq peaks to identify enhancer NDRs or promoter NDRs, respectively, for further motif analysis.

#### Motif analysis

We used MEME (http://meme-suite.org/tools/meme) to discover known motifs at enhancer and promoter NDRs under enhancer-promoter loop anchors in 3 cell lines. The top 15 enriched motifs in these NDRs were identified by *p* values.

#### CRISPR interference mediated enhancer repression

short guide RNAs (sgRNAs) used in CRISPR interference (CRISPRi) were designed by CRISPOR [16]. The sgRNAs targeting LIPC candidate enhancers and promoter (listed in Additional file 7: Table S5) were cloned into pX330a dCas9-KRAB vector (addgene # 92361) [17]. Capan-1 cells were transfected by the recombinant vectors with Lipofectamine 3000 according to the manufacturer's protocol (Thermo Fisher Scientific). After 48 h transfection, cells were harvested using RNA-Quick Purification Kit (ES Science, RN001) and LIPC expression was detected by qRT-PCR.

#### Orthotopic xenograft tumor mouse models

NOD-Prkdc^scid^Il2rgtm1/Vst (NPG) mice (female, aged 5–6 weeks) were purchased from Beijing Vitalstar Biotechnology for orthotopic xenograft model construction. After lentivirus infection, 5 × 10^6^ pancreatic cancer cells were inoculated in situ into mice and monitored by an IVIS imaging system. After 6 weeks, mice were sacrificed and liver samples were obtained to evaluate liver metastasis by the IVIS imaging system. The whole process of dissection and ex vivo imaging of liver was completed in 7 min for each mouse. The excised tissues were fixed by 4% poly-formaldehyde overnight and then performed HE staining.

#### Data mining in the cancer genome atlas and gene expression omnibus

A total of 181 pancreatic samples with RNA-seq data and survival data were extracted from the National Cancer Institute GDC Data Portal (https://portal.gdc.cancer.gov/). Four tumor-adjacent normal samples and 1 metastatic cancer sample were excluded from the survival analysis. To determine the association of the expression of key gene sets (genes located in common contact domains switched from inactive types to active types for Fig. 3c, and the genes looped to metastasis-specific enhancers for Fig. 4d) with patient survival, we first performed GSVA [18] and stratified patients into low enrichment (GSVA score ≤ median) and high enrichment (GSVA score > median) groups. Then, we performed Kaplan–Meier survival analysis, and the log-rank test p values were used to determine significance.

To identify differential expressed genes in pancreatic cancer metastasis, gene expression data from GSE42952 [19] (microarray), GSE63124 [20] (RNA-seq), and GSE71729 [21] (microarray) were downloaded. After removing outlier samples (defined by PCA), differentially expressed genes were identified by DESeq2 (GSE63124) and limma (GSE42592, GSE71729) R package, and defined as genes with adj. *p* ≤ 0.05 and |log_2_(fold change)|≥ 1.

## Results

### Global reprogramming of the 3D epigenome during pancreatic cancer metastasis

To investigate the 3D organization of chromatin of pancreatic cancer, we created high-resolution Hi-C maps of normal pancreatic cells (HPNE) and pancreatic cancer cells derived from the head of pancreas (PANC-1) and liver metastasis (Capan-1) by in situ Hi-C. After sequencing filtering, we generated over 3 billion valid paired-end reads from Hi-C data of three cell lines (Additional file 1). After confirming the reproducibility of biological replicates (Additional file 7: Fig. S1A), we merged replicates to maximize Hi-C matrix resolution for each cell line. There were much more than 1000 Hi-C contacts in 80% of bins of 5 kb Hi-C matrices (Additional file 7: Fig. S2), enabling examination of chromatin interactions at sub-5 kb resolution [8].

To determine other epigenetic features during pancreatic cancer metastasis, we also performed ATAC-seq to evaluate chromosome accessibility and ChIP-seq to identify regulatory elements, including active enhancers (H3K27ac), active promoters (H3K4me3), heterochromatin (H3K9me3), repressive regions (H3K27me3) and transcription elongation regions (H3K36me3), and CTCF-binding sites. 

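RNA was sequenced from 3 established pancreatic cell lines, with 3 libraries from each. HPNE represents normal pancreatic epithelial cells in the paper, PANC-1 cancer of the head of the pancreas and Capan-1 a liver metastasis. According to the methods, the authors mapped the reads to hg19 with HISAT2 2.1.0, counted them per gene with HTSeq 0.6.1 and normalized the counts as FPKM. The deposited table gives the FPKM of 34326 genes, each above 0 in at least 1 library. The paper's text does not name the annotation release, the strand setting or the gene lengths behind these values. With the scale of each library divided out, the values of a gene are whole multiples of 1 step, and the largest such step was taken as 1 read. For the 4348 genes above 0 in 1 library only, this cannot be checked. Recovered reads ranged from 17117973 to 17692369 per HPNE library (median 17282833), from 16868151 to 18117003 in PANC-1 (median 17167652) and from 15665239 to 17174818 in Capan-1 (median 16629424). The paper's mapped reads are higher, from 40577570 to 45265681 per library. These counts may differ in unit, since the libraries were paired-end and FPKM counts fragments. The steps follow the recovered totals to within 0.0720% and the mapped reads to within 3.53%, so the FPKM use the reads counted on genes. The sum of FPKM differed between the cell lines, from 252655 to 263999 in HPNE, from 271339 to 278902 in PANC-1 and from 299037 to 301465 in Capan-1. The 8 highest values of each library were added up. They held 12.1% to 12.5% of the sum in HPNE, 15.2% to 15.5% in PANC-1 and 21.0% to 22.1% in Capan-1. The 8 genes with the highest mean over the 9 libraries were all mitochondrial. The paper tests expression with DESeq2, which was not run here. Instead, limma was fitted to log2(FPKM + 0.1) of all 9 libraries, over the 22761 genes with a mean of at least 0.1 FPKM. Tests were two-sided, with Benjamini-Hochberg adjustment over these genes. Genes were called at the paper's thresholds, an adjusted p of 0.05 or less and an absolute log2 fold change of at least 1. For a single gene, an exact permutation test of 3 libraries against 3 cannot give a p below 0.1. The p-values of limma rest on the spread between libraries of the same cell line. With 1 line per condition, they do not extend to primary or metastatic cancer in general. A ratio of mean FPKM against a cell line with at most 3 reads in every library is given as a lower bound, set against 3 reads, which covers counting error only. Fitted log2 values against such a cell line follow the pseudocount.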

To assess the relationship between 3D organization of chromatin and the transcriptome, we performed RNA-seq for 3 cell lines. 

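For RNA-seq, replicates were compared gene by gene. Among the 13967 genes with a mean of at least 1 FPKM in Capan-1, between 198 and 226 lay at least 2-fold from the mean of the other replicates in each library. The corresponding range was 159 to 209 of 12250 genes in HPNE. In PANC-1, it was 925 of 12589 genes in replicate 1, against 251 in replicate 2 and 270 in replicate 3. The recovered reads of each pair of libraries were also set against counting noise, for which the mean squared difference is 1. That measure was 1.50 to 1.91 between Capan-1 replicates and 3.52 to 16.3 between HPNE replicates. Between PANC-1 replicates 2 and 3 it was 1.52, and it was 58.6 and 58.3 between replicate 1 and the other two. All pairs from different cell lines lay between 156 and 379.8.

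**Figure D1:**
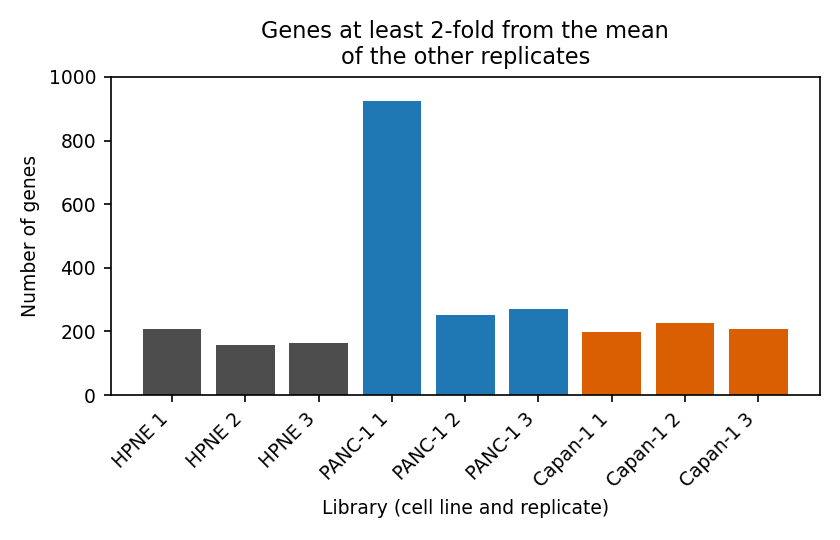
Number of genes in each RNA-seq library at least 2-fold from the mean of the other replicates of its cell line, among genes with a mean of at least 1 FPKM there. Each bar is 1 library, and PANC-1 replicate 1, at 925 genes, stands above the other 8 libraries.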

Similar to Hi-C, the above sequencing data also had high reproducibility among biological replicates (Additional file 7: Fig. S1B–J).

To explore the differences in multi-omics data among 3 cell lines, we first generated correlation heatmaps of sequencing libraries from Hi-C, ChIP-seq, ATAC-seq, and RNA-seq to investigate changes of 3D epigenomic features among these pancreatic cells. 

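Spearman correlations of FPKM across the tested genes were computed for all 36 pairs of RNA-seq libraries. Genes are not independent replicates, so the correlations are given without a p-value. Pairs within a cell line lay between 0.956 and 0.959 in HPNE, between 0.945 and 0.962 in PANC-1 and between 0.966 and 0.967 in Capan-1. Between cell lines, the mean of the 9 pairs was 0.899 for HPNE with PANC-1 (range 0.893 to 0.903). It was 0.736 for HPNE with Capan-1 (range 0.735 to 0.737) and 0.725 for PANC-1 with Capan-1 (range 0.721 to 0.731). The means of both pairs with Capan-1 moved most with genes at a mean of at least 1 FPKM alone, to 0.618 and 0.604. That of HPNE with PANC-1 moved most with Pearson correlation on log2(FPKM + 1), to 0.936. In differential expression, limma called 5793 genes higher and 3892 lower in Capan-1 than in PANC-1. Against HPNE, 6217 genes were higher and 3476 lower in Capan-1. Between PANC-1 and HPNE, 2421 genes were higher and 1776 lower in PANC-1. Dropping the threshold on the fold change moved the total number of called genes most, from 9685 to 14733, from 9693 to 14759 and from 4197 to 9615. The share of calls that were higher depended on the scaling of the libraries. As deposited, it was 59.8% against PANC-1 and 64.1% against HPNE, and with each library centred on its median it was 41.6% and 41.1%. Centring moved the median log2 fold change of all tested genes from 0.11 to -0.31 against PANC-1 and from 0.28 to -0.28 against HPNE. Between PANC-1 and HPNE, the share went from 57.7% to 46.9% and the median from 0.09 to -0.04.

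**Figure D2:**
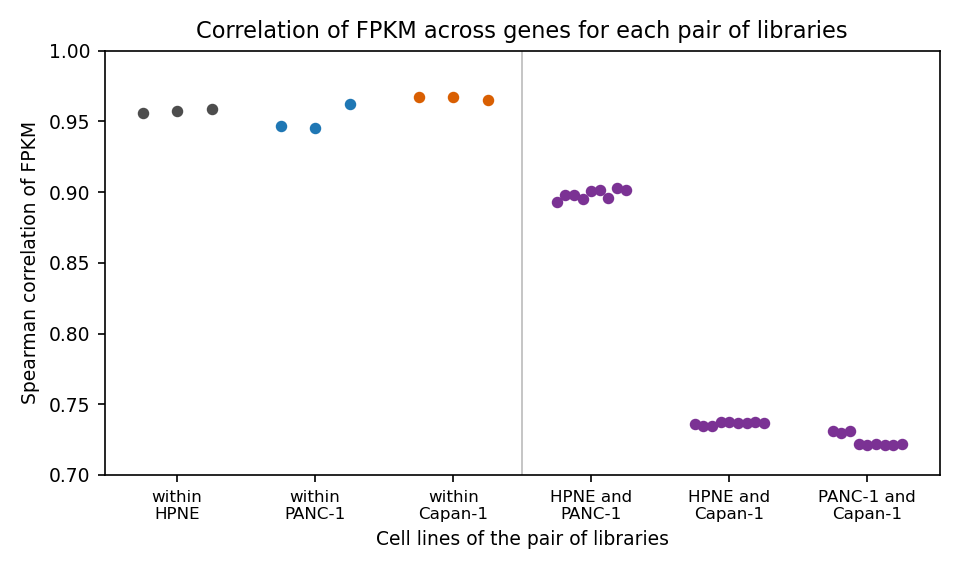
Spearman correlation of FPKM across genes for each pair of RNA-seq libraries, 1 point per pair, grouped by the cell lines of the pair. Pairs of HPNE with PANC-1 lie between 0.893 and 0.903, above all pairs that include 1 Capan-1 library and a library of another line.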

We found that chromatin interactions (Additional file 7: Fig. S1A), chromatin states (Additional file 7: Fig. S1E–J), CTCF-binding sites (Additional file 7: Fig. S1D), chromosome accessibility (Additional file 7: Fig. S1B), and transcriptomic features (Additional file 7: Fig. S1C) of normal HPNE cells were similar to those of primary PANC-1 cells, but metastatic Capan-1 cells showed dramatic changes in the chromatin interactions, chromatin states, chromosome accessibility and transcriptome. These results demonstrated concordance between different types of sequencing and provided preliminary evidence that 3D epigenome reprogramming did exist in pancreatic cancer metastasis; furthermore, the similarity between normal and primary and apparent differences of the 3D epigenome in metastasis were consistent with other epigenetic studies of pancreatic cancer metastasis [20, 22].

### The association between compartment rearrangement and pancreatic cancer metastasis

To investigate chromatin interaction reprogramming in detail and its association with the transcriptome during pancreatic cancer metastasis, we first identified A/B compartments and their changes during pancreatic cancer metastasis by using principal component analysis (eigenvector decomposition) of the Pearson correlation matrix [6]. We found that the compartment switching between metastasis and normal/primary pancreatic cancer cells was more substantial (Fig. 1a, Additional file 2) [26.70% in Capan-1 vs. HPNE (Additional file 7: Fig. S3B) and 30.75% in Capan-1 vs. PANC-1 (Additional file 7: Fig. S3C)], than the compartment switching between normal pancreatic ductal and primary cancer cells (16.17%) (Additional file 7: Fig. S3A).

To investigate the association between these epigenetic features and partitioning of A and B compartments, we tested the relative levels of histone modifications and chromosome accessibility across the compartments. We found that A compartments have higher active histone modifications, including H3K4me3, H3K27ac, and H3K36me3 (Additional file 7: Fig. S3D–F), and chromosome accessibility than B compartments (Additional file 7: Fig. S3G–I), which is similar to the chromatin compartmentalization in mammals observed previously [6]. For the B compartments, all 3 cell lines had higher levels of inactive histone modification. However, H3K9me3 was significantly enriched in the B compartments of HPNE and PANC-1 cells (Additional file 7: Fig. S3D–E), while the B compartments of Capan-1 cells had higher levels of H3K27me3 (Additional file 7: Fig. S3F).

Compartment status is known to be associated with gene expression. Genes in the A compartments tend to be expressed at higher levels than those located in the B compartments (Additional file 7: Fig. S3J–L), which is consistent with a previous report [23]. In addition, the expression of genes located in compartments switching from A to B tended to decrease, while the expression of genes located in compartments switching from B to A tended to increase (Additional file 7: Fig. S3J–L). To investigate the association between compartment rearrangement and pancreatic cancer metastasis, we performed cluster analysis of the PC1 value to identify B compartments of normal and primary cancer cells that changed into A compartments of metastatic cancer cells (Fig. 1a), and genes located in these compartments exhibited higher expression (Fig. 1b). Then, we found genes that were located in these compartments and showed concordance between gene expression and compartment switching (Additional file 2). 

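Additional file 2 lists 302 genes for this step, of which 240 were tested and 62 lay under the filter of low expression. Because the paper selected them by their expression in these libraries, their counts are not independent evidence. All 240 had a higher mean in Capan-1 than in both PANC-1 and HPNE. At the thresholds of the methods, 196 genes were higher than in both, 199 than in PANC-1 and 230 than in HPNE. The median over genes of the mean FPKM was 3.46 in Capan-1, 0.209 in PANC-1 and 0.180 in HPNE. The median log2 fold change, taken over genes separately, was 2.22 against PANC-1 (SD 0.0747 between replicates) and 2.35 against HPNE (SD 0.0731). In PANC-1, 65 of the genes had at most 3 reads in every library, and with these at their lower bound the median was 2.19. The same held for 70 genes in HPNE, with a median of 2.35. With only genes at a mean of at least 1 FPKM, 115 genes were called higher than in both, and with a pseudocount of 1 FPKM the medians were 1.13 and 1.24.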

Gene Ontology (GO) enrichment analysis (Additional file 2) of these genes found that these genes were enriched for Ras/small GTPase-associated terms, which are essential for pancreatic cancer progression [24, 25], and oxidation–reduction associated terms (Fig. 1c), which were found in pancreatic cancer distant metastasis in a previous study [20]. These results suggested that compartment rearrangement may promote pancreatic cancer metastasis.

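The supplement lists 37 genes for the 15 terms shown in Fig. 1c, and 32 of them passed the filter on expression. Of these, 28 were higher in Capan-1 than in PANC-1, all 28 also against HPNE, and the terms share the selection of their genes by expression. Their log2 fold changes against PANC-1, the 4 genes not called included, ranged from 0.69 for FDX1 to 8.62 for ALOX5, with a median of 2.97. All 9 genes of small GTPase mediated signal transduction were called, from 1.40 for DOCK6 to 4.03 for DOCK8. For Ras guanyl-nucleotide exchange factor activity, 3 of 6 genes were called. PSPN was tested and not called, and FGF7 and FGF22 were too low to test. For the oxidation-reduction process, 13 of 17 genes were called. FDX1, GLUD2 and HSD11B1L were tested and not called, and CYP4F2 was too low to test. Across the 9 fits that each left out 1 library, between 27 and 29 genes of the 15 terms were called.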

### Histone modification changes and contact domain splitting during pancreatic cancer metastasis

To investigate contact domain changes during pancreatic cancer metastasis, we used the Arrowhead [8] program to identify contact domains, which is suitable for the high-resolution Hi-C matrices [26]. We identified 6398 contact domains with a mean size of 237 kb in HPNE cells, 6449 contact domains with a mean size of 247 kb in PANC-1 cells, and 8580 contact domains with a mean size of 185 kb in Capan-1 cells (Additional file 3). Interestingly, the size of contact domains in Capan-1 cells became much smaller than that in HPNE (*p* < 0.0001, Wilcoxon rank-sum test) and PANC-1 cells (*p* < 0.0001, Wilcoxon rank-sum test) (Fig. 2a). To explore factors driving the contact domain alterations, we first examined the contact domain boundaries of 3 cell lines (Additional file 3). We found that the numbers of contact domain boundaries of normal and primary cancer cells were nearly identical but increased dramatically during pancreatic cancer metastasis (Additional file 7: Fig. S4A), which was consistent with the decreased size of contact domains in metastatic cancer cells and indicated that new contact domain boundary formation during pancreatic cancer metastasis.

**Fig. 2:**
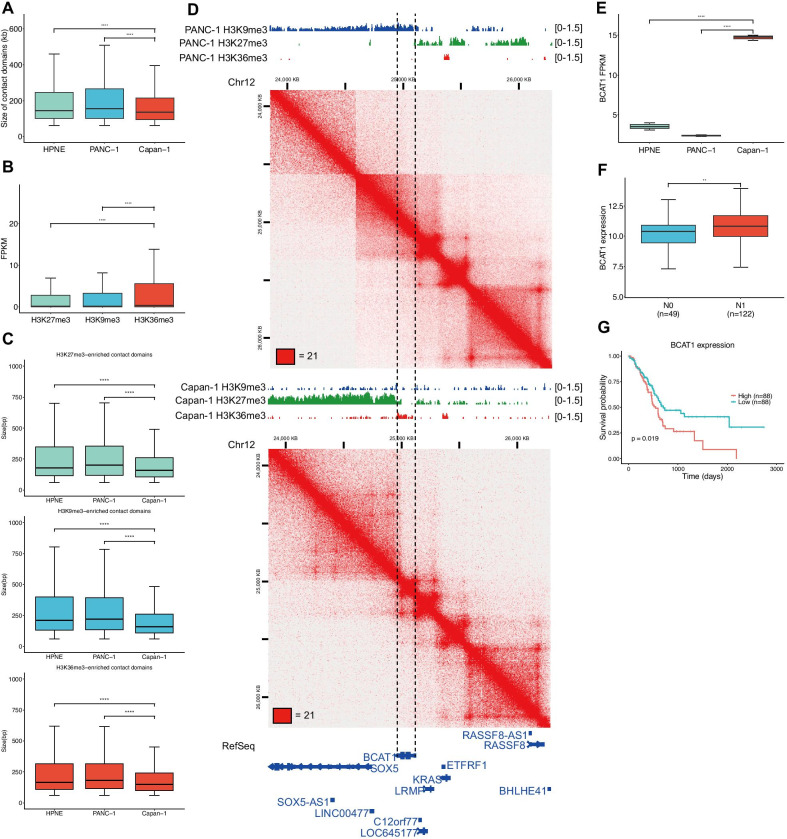
Contact domain reprogramming during pancreatic cancer metastasis. **a** Shown is the size of contact domains in 3 cell lines. **b** Average expression levels of genes (FPKM) located in each histone mark-enriched contact domains and contact domains. **c** Shown is the size of histone mark-enriched contact domains across 3 cell lines (Wilcoxon rank-sum test in a–c, *p < 0.05, ****p < 0.0001). **d** An example of contact domain splitting (between the dashed lines) coupled with chromatin state switching (shown by Hi-C maps and histone ChIP-seq tracks) around BCAT1 locus in Capan-1 and PANC-1 cells (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). **e** BCAT1 expression in normal, primary and metastatic pancreatic cancer cells (****adj. *p* < 0.0001). **f** BCAT1 expression in tumor samples with N0 and N1 classification in TCGA PAAD dataset (Student’s *t* test, **p < 0.01). **g** Kaplan–Meier survival curves for overall survival for BCAT1 expression in the TCGA PAAD dataset. Whiskers of box plots are from Q1-1.5*IQR to Q3 + 1.5*IQR

To determine which factors contributed to the formation of new contact domain boundaries, we first calculated the proportion of CTCF-positive contact domain boundaries. We found that the proportion decreased significantly during pancreatic cancer metastasis (Additional file 7: Fig. S3B). Then, we examined the distribution of transcriptional start sites (TSS) around the identified cell-type-specific contact domain boundaries. Several GO terms related to housekeeping genes were strongly enriched around cell type-specific boundaries with high similarity among the 3 cell lines (Additional file 3). Seemingly, genes located at contact domain boundaries per se may not contribute to contact domain splitting during pancreatic cancer. Other factors may mediate the formation of new contact boundaries.

Thus, we then focused on the chromatin state of the contact domains and the association between the chromatin state change and contact domain splitting during pancreatic cancer metastasis. We characterized the contact domains by the integration of ChIP-seq in normal, primary, and metastatic pancreatic cancer cells to demarcate active and inactive regions. We used H3K9me3 to annotate heterochromatic contact domains, H3K27me3 to annotate repressed contact domains, and H3K36me3 to annotate transcriptionally active contact domains (Additional file 3). As expected, the gene expression levels of H3K36me3-enriched contact domains were higher than those of other subgroups of contact domains (Fig. 2b), and the size of H3K36me3-enriched contact domains was the smallest among all subgroups of contact domains (Fig. 2c) (*p* < 0.0001, Wilcoxon rank-sum test). A similar pattern of the size and gene expression levels for the histone-mark-enriched contact domains was identified across all cell types (Additional file 7: Fig. S4C–H) (*p* < 0.0001, Wilcoxon rank-sum test). In addition, similar to the overall trend of smaller contact domains in metastatic cancer cells (Fig. 2a), each subgroup of histone mark-enriched contact domains also decreased during pancreatic cancer (Fig. 2c) (*p* < 0.0001, Wilcoxon rank-sum test). These results showed that contact domains, identified by the Arrowhead program, were enriched with contact domain-associated biological features, which is consistent with a previous report [26], and contact domain splitting can occur in all kinds of epigenetic state-specific contact domains during pancreatic cancer metastasis. Thus, we tested the proportion of each subgroup of histone mark-enriched contact domains in common contact domains and specific contact domains. We found that histone modification patterns are similar in primary and normal common or specific contact domains (Additional file 7: Fig. S3J). However, primary-specific contact domains have a higher percentage of H3K27me3-enriched contact domains compared with metastasis (Additional file 7: Fig. S5I), indicating that inactive contact domains may switch to active contact domains during pancreatic cancer metastasis. For instance, we found that KRAS was located in an H3K36me3-enriched contact domain in both primary and metastatic cancer cells. An H3K9me3-enriched contact domain in primary cancer cells alongside this KRAS contact domain was divided into two contact domains enriched with H3K27me3 and H3K36me3 in metastatic cancer cells. 

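BCAT1 (ENSG00000060982), which encodes a branched-chain amino acid transaminase, lies on chromosome 12 of hg19 from 24962958 to 25102035, on the minus strand. Its expression was 14.7 ± 0.342 FPKM (SD, n = 3) in Capan-1, from 2403 to 2679 reads per library. It was 2.36 ± 0.117 FPKM (SD, n = 3) in PANC-1 and 3.53 ± 0.471 FPKM (SD, n = 3) in HPNE. All 3 Capan-1 libraries lay above all 6 others. The log2 fold change against PANC-1 was 2.59 (adjusted p = 1.07e-07 from limma), or 6.22-fold between the means. With 1 library left out at a time it stayed between 2.56 and 2.62. Against HPNE, the log2 fold change was 2.04. PANC-1 itself had less than HPNE, with a log2 fold change of -0.55 (adjusted p = 0.00253 from limma). Of the genes drawn beside BCAT1 in Fig. 2d, RASSF8, ETFRF1 and BHLHE41 had log2 fold changes of -3.62, -1.91 and -0.29 in Capan-1 against PANC-1. An antisense lncRNA shares 82 exonic bases with BCAT1 and reached at most 0.399 FPKM.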

The BCAT1 gene, which is essential for reprogrammed branch-chain amino acid metabolism, was located in the new H3K36me3-enriched contact domain (Fig. 2d), which caused its elevated expression (Fig. 2e). According to The Cancer Genome Atlas (TCGA) datasets, BCAT1 was up-regulated in pancreatic cancer samples with lymph node metastasis compared with those without lymph node metastasis (Fig. 2f) (*p* = 0.02, Student’s *t*-test), and BCAT1 expression was negatively associated with overall survival (Fig. 2g) (*p* = 0.028, log-rank test). Together, these results indicated that contact domain splitting might be coupled with epigenetic state alterations during pancreatic cancer metastasis.

### Chromatin states of common contact domains changed during pancreatic cancer metastasis

Having demonstrated chromatin state alterations in specific contact domains, we wondered whether these alterations occur in common contact domains during pancreatic cancer metastasis. We focused on the common contact domains between primary and metastatic cancer cells. Common contact domains that enriched H3K9me3 or H3K27me3 were considered inactive common contact domains, and those that enriched H3K36me3 were considered active common contact domains. We extracted the genes located in common contact domains, which were inactive common contact domains in primary cancer and active common contact domains in metastasis. Then, we found that the majority of these genes were upregulated in metastatic cancer cells (Fig. 3a). GO analysis showed that the significantly upregulated genes (log_2_FC ≥ 1 and adj. *p*-value ≤ 0.05) were enriched in the platelet-derived growth factor receptor signaling pathway (Fig. 3b, Additional file 4), which is associated with metastasis. In addition, we used the TCGA cohort of pancreatic cancer patients with gene expression data and long-term follow-up data to determine the correlation between the expression of these genes and patient survival. The analysis showed that high expression of these genes was significantly (*p* = 0.0175, log-rank test) associated with poor survival (Fig. 3c). For example, TGFA, a kind of EGFR ligand associated with pancreatic cancer invasion [27] and poor survival (*p* = 0.0148, log-rank test) (Fig. 3f), was located in an H3K27me3-enriched common contact domain of a primary site but located in an H3K36me3-enriched common contact domain of metastasis with elevated expression (adj. *p* < 0.0001) (Fig. 3d–e). 

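In the RNA-seq libraries, TGFA (ENSG00000163235; chromosome 2 of hg19, from 70674416 to 70781325, minus strand) had 23.2 ± 0.399 FPKM (SD, n = 3) in Capan-1. The 3 PANC-1 libraries held 8 to 12 reads of the gene, or 0.116 ± 0.0272 FPKM (SD, n = 3). HPNE lay between them, with 133 to 164 reads per library. Capan-1 exceeded PANC-1 199-fold in the means, and the fitted log2 fold change was 6.76 (SE 0.122, adjusted p = 2.04e-09 from limma). With so few reads in PANC-1, the fitted value depended on the pseudocount, from 4.44 with 1 FPKM to 7.54 with 0.01 FPKM. Leaving out 1 library at a time gave 6.66 to 6.85. Against HPNE, Capan-1 was higher by 3.69, and PANC-1 lay below HPNE at -3.06. Over the 13 genes of the region of Fig. 3d with a mean of at least 1 FPKM in PANC-1 or Capan-1, the median log2 fold change was 0.14. Only ANXA4 among them was called, at 2.59.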

Chromatin state alterations in common contact domains can also promote pancreatic cancer metastasis.

**Fig. 3:**
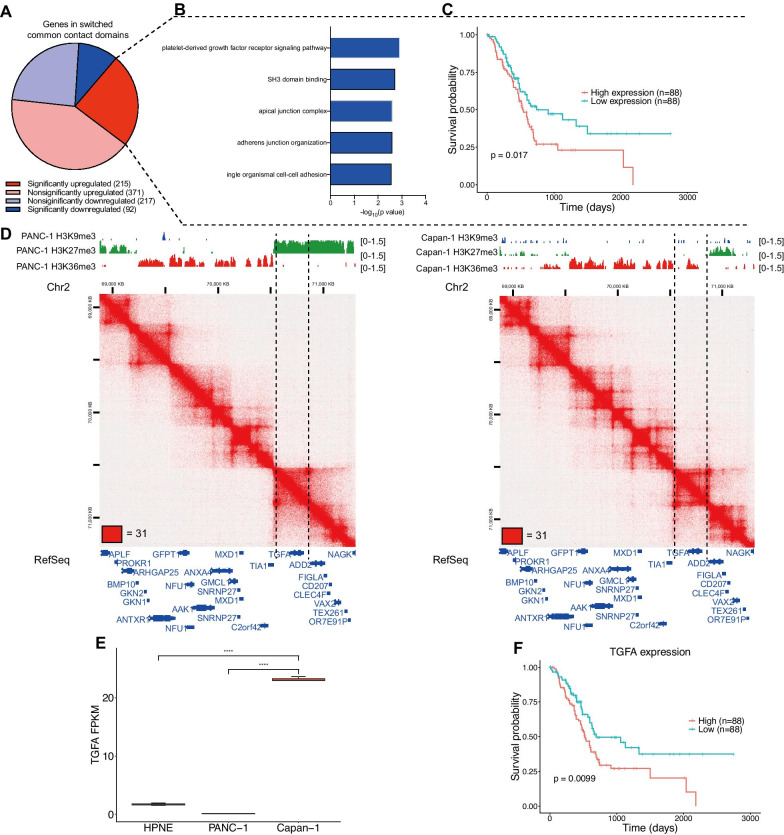
Common contact domains with changed chromatin states during pancreatic cancer metastasis. **a** Pie chart showing that genes located in inactive contact domains of PANC-1 but in active common contact domains of Capan-1 enrich more upregulated genes. **b** GO enrichment of significantly upregulated genes located in common contact domains that switched from inactive type to active type. **c** Kaplan–Meier survival analysis of 176 patients with pancreatic cancer from the TCGA PAAD dataset by calculating the gene set enrichment scores (See material and methods) for the significantly upregulated genes in Fig. 4a. **d** An example of a common contact domain with changed chromatin states (shown by Hi-C maps and histone ChIP-seq tracks) surrounding the TGFA locus (chr2:68,670,001–71,760,001). **e** TGFA expression in normal, primary and metastatic pancreatic cancer cells. **f** Kaplan–Meier survival curves for overall survival for TGFA expression in the TCGA PAAD dataset. Whiskers of box plots are from Q1-1.5*IQR to Q3 + 1.5*IQR

### Genes looped to metastasis-specific enhancers are associated with pancreatic cancer metastasis and poor prognosis

To investigate key chromatin contacts involved in pancreatic cancer metastasis, we analyzed our Hi-C data at 5 kb resolution and identified intrachromosomal significant loops in normal, primary, and metastatic cancer cells by using the HiCCUPS program [8]. Similar to the overall trends of contact domains and contact domain boundaries, the number of loops also increased dramatically in metastatic cancer cells (Additional file 7: Fig. S5A, Additional file 5), and the proportion of CTCF-mediated chromatin loops was also significantly decreased in metastatic cancer cells (Additional file 7: Fig. S5B). To characterize regulatory loops, we extracted the loop anchors that overlapped with active promoters, active enhancers, and insulators (definitions of these regulatory elements are listed in the Methods). In the top 20 most frequent chromatin interaction categories, a majority of loop anchors overlapped with these regulatory elements (Additional file 7: Fig. S5C). Cell type enhancers play an essential role in controlling cell-type-specific gene expression programs by engaging in physical contact [28]. Thus, we tested the expression of genes that looped to cell type-specific enhancers. 

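The supplement lists 1632 genes whose promoters looped to Capan-1-specific enhancers, and 1541 of them were tested in Capan-1 against PANC-1. The log2 fold change was positive for 1034 of these (67.1%), against 53.6% of all tested genes. The list's median was 0.58 (SD 0.0391 between replicates). With 111 genes set to their lower bound and 16 without a fold left out, it was 0.56. Centring each library on its median moved it most, to 0.16, and lowered the fold change of every gene alike. As promoters were chosen for activity in a given cell line, the list was set against 10000 random lists of the same size, drawn from 20 bins of expression. Lists matched on mean expression in both cell lines had a median of 0.019 (from -0.05 to 0.09 with the 2.5% of lists at each end left out), with 50.7% of genes positive. Lists matched on expression in Capan-1 alone, which carry that bias, had a median of 0.21 and 57.0% positive. None of the random lists of either kind reached the median of the looped genes. The set test camera of limma, with a preset correlation of 0.01 between genes, gave p = 2.72e-05. The direction held with an estimated correlation (p = 1.72e-05) and with fry (p = 6.95e-13).

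**Figure D3:**
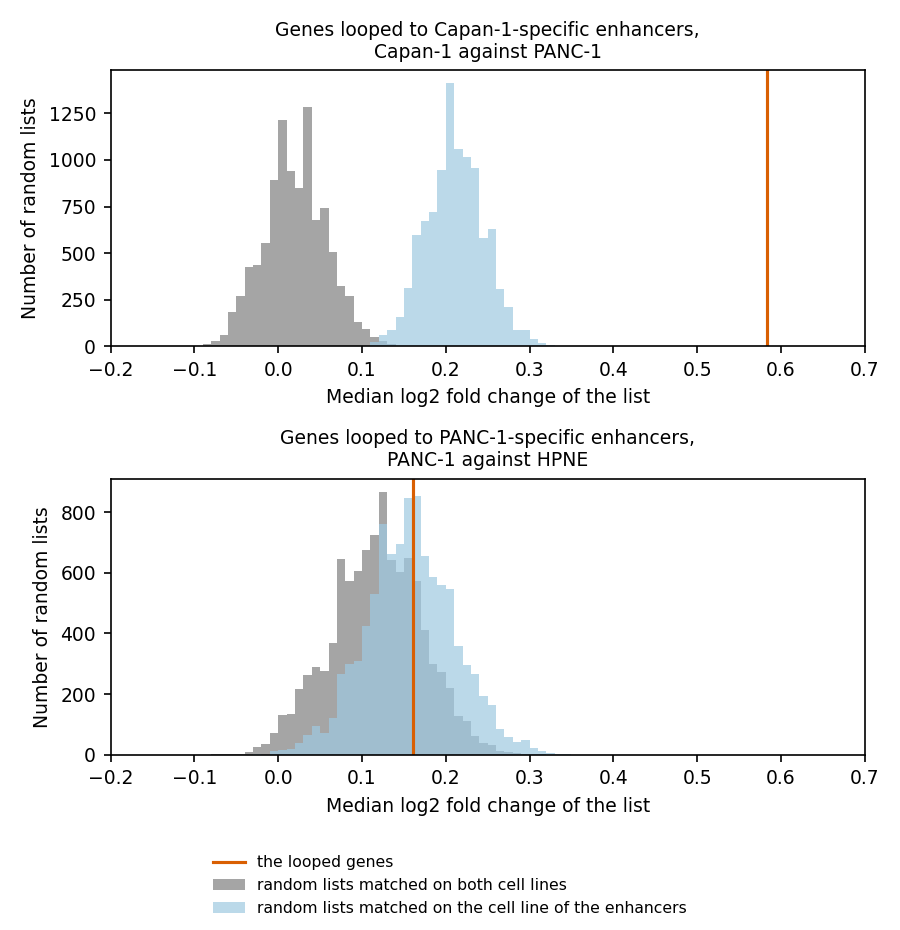
Median log2 fold change of random gene lists (bars, number of the 10000 lists per bin) and of the genes looped to cell-type-specific enhancers (line). The upper panel shows Capan-1-specific enhancers, Capan-1 against PANC-1, with the line at 0.58 above both kinds of random list, and the lower panel shows PANC-1-specific enhancers, PANC-1 against HPNE, with the line at 0.16 among them.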

We found that a majority of the genes whose promoters looped to Capan-1-specific enhancers were upregulated compared with primary cancer cells (Fig. 4a). In addition, these genes expressed significantly higher levels than the genes looped to PANC-1-specific enhancers (*p* < 0.0001, Wilcoxon rank-sum test) (Fig. 4b). Similarly, a majority of the genes whose promoters looped to primary-specific enhancers were also upregulated (Additional file 7: Fig. S5D) and were expressed at significantly higher levels than the genes looped to normal-specific enhancers (*p* = 0.00044, Wilcoxon rank-sum test) (Additional file 7: Fig. S5E). These results were consistent with the fact that cell type-specific enhancers contribute to an increase in specific gene expression [28]. 

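For PANC-1-specific enhancers the supplement lists 254 genes, of which 243 were tested in PANC-1 against HPNE. The log2 fold change was positive for 149 of them (61.3%), against 55.1% of all tested genes. At the thresholds of the methods, 33 genes were higher and 16 lower, and the counts adjusted over the list alone were also 33 and 16. This balance depended on the scaling of the libraries. The counts were 23 and 22 with each library centred on its median, 25 and 20 with quantile normalization and 37 and 21 rescaled to a common sum. The median log2 fold change was 0.16 (SD 0.0506), against 0.09 for all tested genes, and 0.15 with the 13 genes at a lower bound set to it. Among random lists matched on both cell lines, it lay at percentile 78.8. Among lists matched on expression in PANC-1 alone, it lay at percentile 53.4. With a match on HPNE alone, the percentile was 97.1. Camera gave p = 0.393 with the preset correlation and p = 0.397 with the estimated one. The rotation test fry of limma, which compares the list with no change and not with other genes, needs no preset correlation and gave p = 4.58e-04. With a pseudocount of 1 FPKM, 15 genes were higher. Without PANC-1 replicate 1, the median was 0.22.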

We were interested in the association between genes looped to metastasis-specific enhancers and metastasis (Additional file 5). Therefore, we performed GO and KEGG enrichment analyses on significantly upregulated (log_2_FC ≥ 1 and adj. *p* ≤ 0.05) genes that are looped to metastasis-specific enhancers (Additional file 5). Surprisingly, these genes were significantly enriched in cell migration and angiogenesis terms, suggesting that these genes were associated with pancreatic cancer metastasis (Fig. 4c). 

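In the supplement, 65 genes carry the 5 terms shown in Fig. 4c. All 65 were tested and called higher in Capan-1 than in PANC-1, and 52 were also higher than in HPNE. The paper drew them from genes that its own test had called higher, so the count is not independent evidence. The 17 genes of cell migration ranged from a log2 fold change of 1.14 for HES1 to 5.76 for CEACAM1, and 14 of them were also higher than in HPNE. The 17 genes of angiogenesis reached 6.93, for KLF5, with ARHGAP22 the smallest. Among the other terms, regulation of GTPase activity had 12 genes, and regulation of cell proliferation and Transcriptional misregulation in cancer had 16 each. FA2H had the largest log2 fold change of the 65, at 7.72, and the median was 2.47. With each library left out in turn, at least 63 remained called, and at least 15 of the 17 genes of angiogenesis. With only genes at a mean of at least 1 FPKM, 11 genes of angiogenesis were tested and called.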

We also defined these significantly upregulated genes as a gene set to perform a similar gene set variation analysis (GSVA) method to obtain the gene sets enrichment score for each patient with pancreatic cancer from the TCGA cohort (*n* = 176). Kaplan–Meier analysis revealed that high expression of these genes was significantly associated with poor prognosis (*p* = 0.0052, log-rank test) (Fig. 4d). These results demonstrated that changes in loops during pancreatic cancer metastasis could upregulate metastasis-associated genes.

**Fig. 4:**
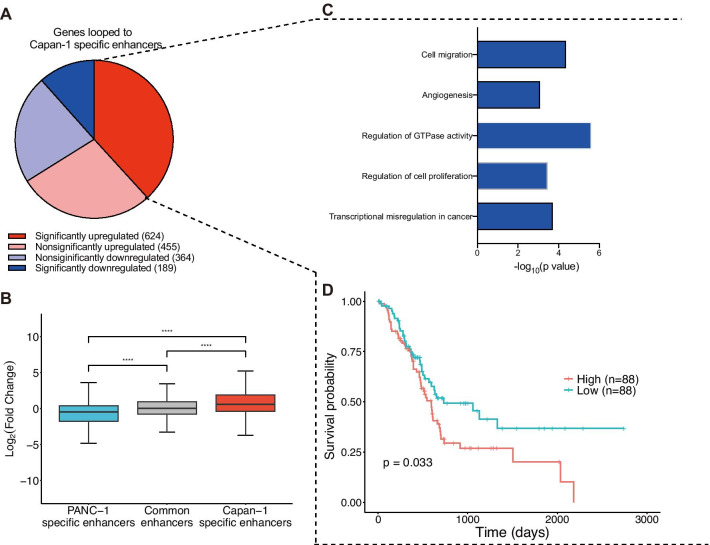
Genes looped to metastasis-specific enhancers are associated with pancreatic cancer metastasis and poor prognosis. **a** Pie chart showing that genes looped to metastasis-specific enhancers enrich more upregulated genes. **b** Log_2_ (fold change) between Capan-1 and PANC-1 cells of genes that looped to primary-specific, common, and metastasis-specific enhancers (Wilcoxon rank-sum test, ****p < 0.0001). **c** Representative GO terms, which are associated with cancer metastasis, of significantly upregulated genes looped to metastasis-specific enhancers. **d** Kaplan–Meier survival analysis of 176 patients with pancreatic cancer from the TCGA PAAD dataset by calculating the gene set enrichment scores for the significantly upregulated genes in a. Whiskers of box plots are from Q1-1.5*IQR to Q3 + 1.5*IQR

### Hi-C identifies LIPC as a metastasis-promoting gene of pancreatic cancer

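In the fit to FPKM, 625 of the genes looped to Capan-1-specific enhancers were called higher in Capan-1 than in PANC-1 and 171 lower. Adjusted over the list alone, the counts were 626 and 172. Higher calls made up 40.6% of the tested genes of the list and 25.5% of all tested genes. The lower ones made up 11.1% of the list and 17.1% of all tested genes. The paper's supplement reports 624 genes of this list as higher and 189 as lower. Of the paper's higher genes, 604 were called higher here, and 170 of its lower genes were called lower. Among the 20 that only the paper called higher, 2 passed the filter on expression. The sign of the fold change was shared by 1514 genes. With each library left out in turn, the count of higher genes stayed between 611 and 624. Centring on the library median, the alternative that moved it most, left 477 higher and 282 lower.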

Using high-resolution Hi-C data, we have identified over 600 genes with loop reprogramming and associated with pancreatic cancer metastasis. We next sought to validate our findings in pancreatic cancer tissues. Thus, 3 gene expression datasets from Gene Expression Omnibus (GEO) were downloaded and analyzed to obtain differential expressed genes between tissues of primary pancreatic cancer and distant metastasis. After standardization, we identified significant upregulated genes in distant metastasis from each dataset (392 in GSE71279, 2189 in GSE63124, 706 in GSE42952). 

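In the cell lines, the expression of GCKR, RXRA and LIPC was measured in all 9 RNA-seq libraries. GCKR (ENSG00000084734), which encodes the glucokinase regulator, lies on chromosome 2 of hg19 from 27719706 to 27746551. It had 4.16 ± 0.487 FPKM (SD, n = 3) in Capan-1, from 183 to 245 reads. PANC-1 held at most 2 reads per library and HPNE at most 4. Set against 3 reads, Capan-1 was at least 75.9-fold higher than PANC-1. The fitted log2 fold change was 5.17 (SE 0.265, adjusted p = 5.59e-07 from limma), between 5.05 and 5.28 with 1 library left out. It depended on the pseudocount, from 2.34 with 1 FPKM to 7.44 with 0.01 FPKM. RXRA (ENSG00000186350), a nuclear receptor, lies on chromosome 9 of hg19 from 137208944 to 137332431. Its exons share 62 bases with the microRNA gene MIR4669 on the same strand. RXRA had 10.6 ± 0.189 FPKM (SD, n = 3) in Capan-1, 3.39 ± 0.0927 (SD, n = 3) in PANC-1 and 2.59 ± 0.180 (SD, n = 3) in HPNE. The log2 fold change against PANC-1 was 1.61 (SE 0.0726, adjusted p = 2.56e-07 from limma), or 3.12-fold. Against HPNE, it was 5.14 for GCKR and 1.99 for RXRA.

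**Figure D4:**
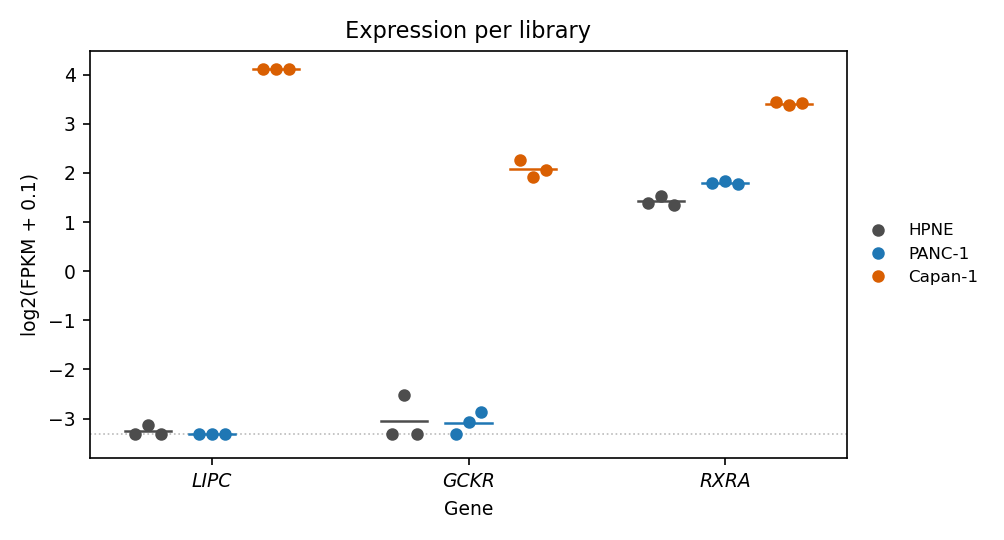
Expression of LIPC, GCKR and RXRA per library as log2(FPKM + 0.1), with 1 point per library and a line at the mean of each cell line. The dotted line marks 0 FPKM, where all 3 PANC-1 libraries lie for LIPC, and the Capan-1 libraries lie above those of HPNE and PANC-1 for each gene.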

After intersecting these genes, we identified 3 key genes that looped to Capan-1 specific enhancers and upregulated in distant metastasis tissue of pancreatic cancer (Fig. 5a). 

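LIPC (ENSG00000166035) lies on chromosome 15 of hg19 from 58702768 to 58862043, on the plus strand, and encodes hepatic lipase. The fitted log2 fold change of Capan-1 against PANC-1 was 7.44 (SE 0.136, adjusted p = 2.16e-09 from limma), above those of GCKR and RXRA. Because no PANC-1 library held a read of LIPC, the fitted value follows the pseudocount, from 4.19 with 1 FPKM to 10.75 with 0.01 FPKM. Counted against 3 reads, expression was at least 428-fold higher in Capan-1 than in PANC-1. Over all alternatives the adjusted p of limma lay between 8.60e-11 and 5.97e-07. Against HPNE, with at most 1 read per library, it was also at least 428-fold higher.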

We focused on lipase C (LIPC) gene whose log_2_(fold change) values in all comparison groups are the largest (11.44 in Capan-1 vs. PANC-1, 1.54 in GSE71279, 7.96 in GSE63124, 4.34 in GSE42952). H3K27ac ChIP-seq profiles showed that there are 7 candidate enhancers are located alongside the LIPC locus. These enhancers were looped to LIPC gene (black arrows in the Hi-C heatmap) in Capan-1 but not in PANC-1 (Fig. 5b), which causes LIPC elevated expression in Capan-1. 

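The Capan-1 libraries held 1158 to 1268 reads of LIPC, or 17.2 ± 0.0378 FPKM (SD, n = 3). The 3 PANC-1 libraries held 0 reads, which allows up to 0.0402 FPKM at this depth, and the HPNE libraries held at most 1. With any 1 library left out, the log2 fold change against PANC-1 stayed between 7.43 and 7.44. Other genes around LIPC were also higher in Capan-1. ADAM10, which lies next to the end of LIPC, rose from 16.1 to 107 FPKM (log2 fold change 2.73), and MINDY2 from 2.10 to 20.9 FPKM (3.26). ALDH1A2, whose span overlaps the start of LIPC, had 0.284 FPKM in Capan-1 and was higher by 1.62. ENSG00000259353, which overlaps the end of MINDY2, had 14.4 FPKM in Capan-1 and none in PANC-1. Of the genes with a mean of at least 1 FPKM over the 9 libraries, the 5 on each side of LIPC all had positive log2 fold changes, with a median of 2.15, though 3 of those downstream overlap ADAM10 or MINDY2. The paper states that the enhancers looped to LIPC in Capan-1 and not in PANC-1 cause its higher expression, and then tests them by ChIP-qPCR, 3C-qPCR and CRISPRi.

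**Figure D5:**
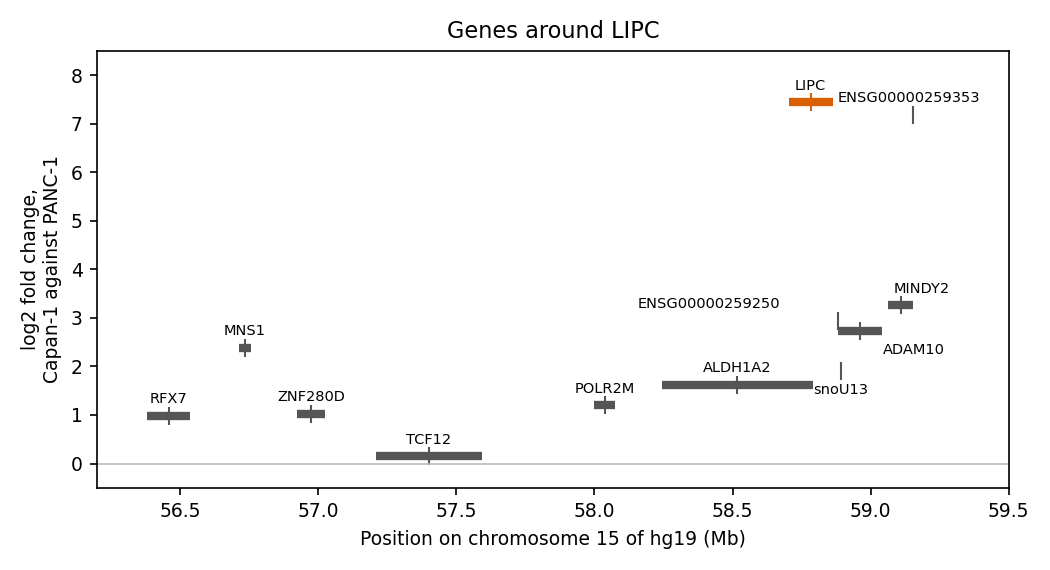
Log2 fold change of Capan-1 against PANC-1 for LIPC, for 5 genes on each side of it with a mean of at least 1 FPKM over the 9 libraries and for ALDH1A2, along chromosome 15 of hg19 in Mb. Each bar spans 1 gene, and all lie above 0, with LIPC at 7.44.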

H3K27ac ChIP-qPCR showed that H3K27ac level of all candidate enhancers and LIPC promoters are higher in Capan-1 than those in Capan-1 (Fig. 5c). In addition, 3C-qPCR detected stronger interactions between the LIPC promoter and the enhancers (except for enhancer 5) in Capan-1 (Fig. 5d). These validation results were consistent with sequencing, and enhancer 3 and 4 may have a greater effect on LIPC expression (Fig. 5d). To further confirm the function of the candidate enhancers, we applied the CRISPRi system to silence each candidate enhancer. We found that repression of enhancer 3 and 4 could result in a significant reduction of LIPC expression (Fig. 5e). These results showed that enhancer 3 and 4 exerted important roles on LIPC gene activation.

**Fig. 5:**
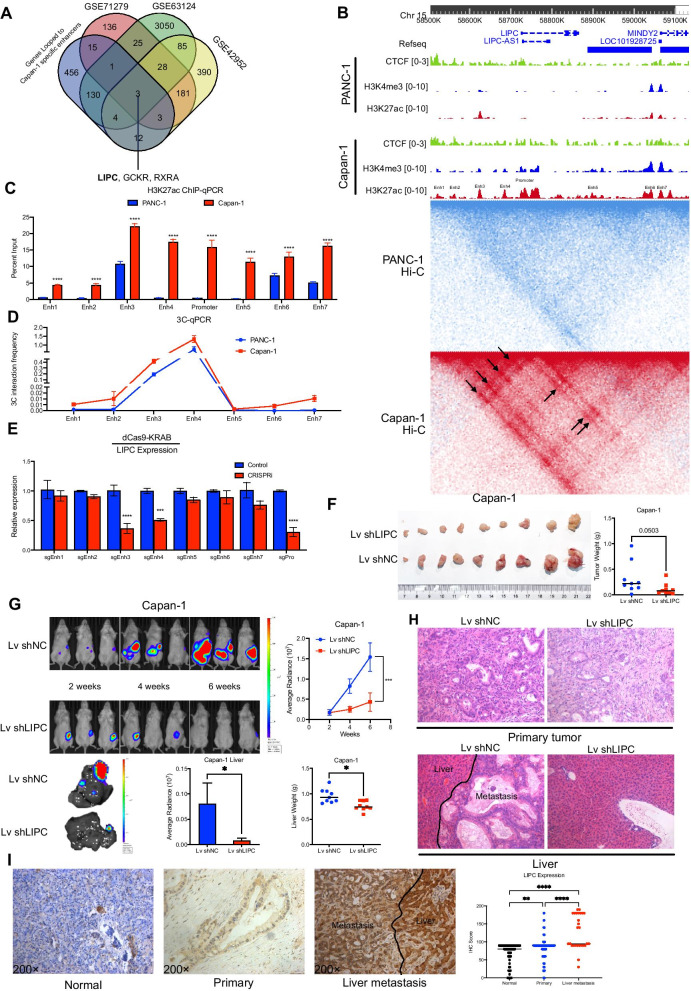
LIPC promotes pancreatic cancer cell migration. **a** Venn diagrams showed that 3 key genes looped to Capan-1 specific enhancers and upregulated in metastatic lesions. **b** In situ Hi-C maps and histone ChIP-seq tracks surrounding the LIPC locus. The enhancer-promoter loops are shown by black arrows. Enh: enhancer. **c** H3K27ac ChIP-qPCR were performed on candidate enhancers shown in b (Two-way ANOVA, ****adj. *p* < 0.0001). **d** 3C-qPCR of the interaction between the candidate enhancers and LIPC promoters. **e** The expression level of LIPC after enhancer silencing by CRISPRi. Enh: enhancer; Pro: Promoter (Multiple unpaired *t* tests, sgEnh3 adj. *p* < 0.0001, sgEnh4 adj. *p* = 0.00012, sgPro adj. *p* < 0.0001). **f** Photographs of dissected tumors from orthotopic xenograft mice injected with Lv shNC and Lv shLIPC Capan-1 cells (Left); Analysis of primary tumor weights were calculated at the end of the experiment (Wilcoxon rank sum test, *p* = 0.0503) (Right). **g** Upper: representative IVIS images of orthotopic xenograft mice and analysis of the average radiance of the mice (Whisker: mean ± SEM, Two-way ANOVA, adj. *p* = 0.0004). Lower: Representative IVIS images of liver samples and analysis of the average radiance of liver samples (Whisker: mean + SD, Wilcoxon rank sum test, *p* = 0.0401, outliers were removed), and the liver weights of the mice (Wilcoxon rank sum test, *p* = 0.0106). (Lower) (H) Representative HE staining pictures of the primary tumor and liver. (Magnification, × 200). **i** Representative images of IHC staining of LIPC in adjacent normal pancreatic tissues, primary pancreatic cancer tissues, and pancreatic cancer with liver metastasis tissues (magnification, × 200). Analysis of LIPC expression according to IHC scores (Kruskal–Wallis test; primary vs. normal, adj. *p* = 0.0019; liver metastasis vs normal, adj. *p* < 0.0001; liver metastasis vs. primary, adj. *p* < 0.0001)

To test the effect of LIPC on pancreatic cancer metastasis, we used plasmids or lentivirus (Lv) to increase LIPC expression and siRNAs or shRNAs to reduce LIPC expression (Additional file 7: Fig. S6A). Wound-healing assays and transwell assays showed that LIPC overexpression promoted but LIPC knockdown inhibited pancreatic cancer cells migration and invasion (Additional file 7: Figs. S6B–C and S6E). Detection of epithelial-mesenchymal transition (EMT) markers showed that LIPC can promote EMT process of pancreatic cancer cells (Additional file 7: Fig. S6D). Orthotopic xenograft tumor models revealed that the Lv shLIPC group showed significantly reduced tumor burden, compared with Lv shNC group. The primary tumor weights, liver weights, and the pancreatic cancer cells with liver metastasis were also lower in LIPC silenced group (Fig. 5f–h). Similarly, the primary tumor weights and liver weights were higher in LIPC overexpressed group, compared with the control group (Additional file 7: Fig. S6F–H). Furthermore, we performed IHC to detect LIPC expression of clinical specimens containing normal pancreatic tissues, primary/liver metastatic pancreatic cancer tissues. We found that LIPC expression was significantly higher in liver metastasis than primary pancreatic cancer. Similarly, LIPC expressed higher in primary pancreatic cancer than tumor-adjacent normal pancreatic tissues (Fig. 5i). These results were consistent with LIPC expression data from GEO datasets in Fig. 5a. Together, our results demonstrated that loop reprogramming cause LIPC upregulation during pancreatic cancer metastasis, and confirmed an important role of LIPC in pancreatic cancer metastasis clinically and functionally.

### Transcription factors involved in metastasis-specific enhancers looped to promoters

Having demonstrated that genes looped to metastasis-specific enhancers were associated with pancreatic cancer metastasis, we wondered which factors contribute to the formation of these enhancer-promoter loops. Transcription factors (TFs) are key regulators that bind to regulatory elements to mediate enhancer-promoter interactions [29]. Thus, we were interested in which TFs mediated loop interactions between promoters and cell-type-specific enhancers. We first identified cell type-specific enhancers that loop to promoters. Next, we integrated our ATAC-seq data to identify NDRs within each cell-type-specific enhancer and corresponding promoter, which can narrow the motif search window to improve the accuracy of TF prediction (Fig. 6a). To explore critical TFs involved in loops between metastasis-specific enhancers and corresponding promoters, we analyzed the subsets of NDRs found in metastasis-specific enhancers involved in enhancer-promoter loops, identifying motifs for TFs such as SP1, EGR1, and KLF5 (Fig. 6b, Additional file 6). In contrast, NDRs in primary pancreatic cancer-specific enhancers involved in enhancer-promoter loops are enriched for motifs for TFs such as E2F1, MAZ, and ZFX (Fig. 6b, Additional file 6). These motif analysis results of NDRs located at corresponding promoters were similar to those located at cell-type-specific enhancers (Fig. 6c, Additional file 6). Notably, all sets of NDRs had CTCF and CTCFL motifs, which was consistent with the fact that CTCF is a vital chromatin structural protein mediating chromatin loops [30], and these enhancers and promoters were selected as the subset of loop anchors identified by Hi-C data.

**Fig. 6:**
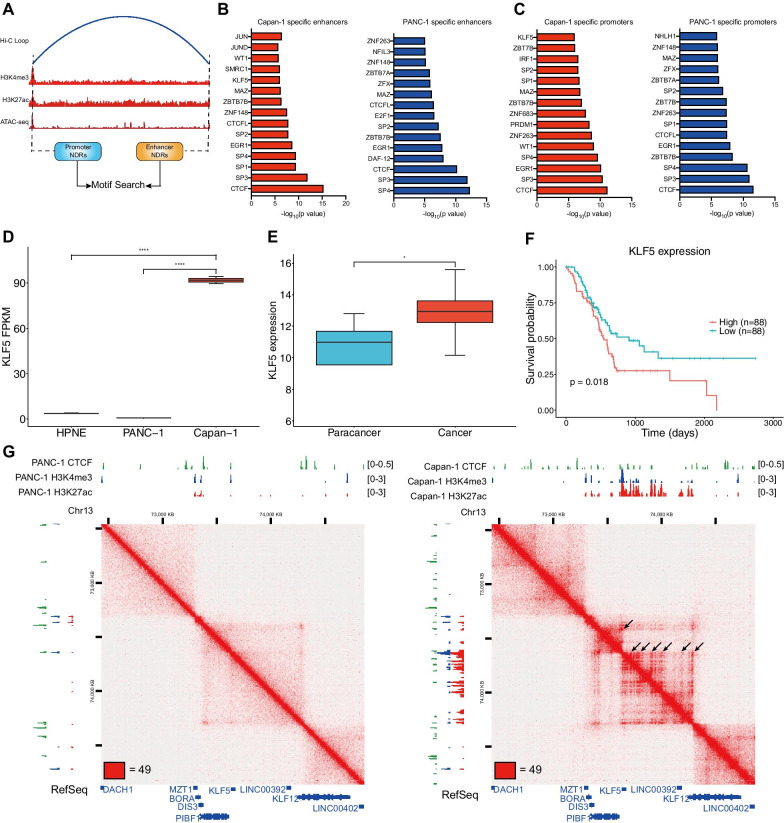
TFs enriched at cell type-specific enhancers that loop to promoters. **a** The workflow of identification of promoter NDRs and enhancer NDRs by integrating ChIP-seq and ATAC-seq data to find TFs. **b** Top most frequent TF-binding motifs found in cell type-specific enhancer NDRs that looped to promoters. **c** Top most frequent TF-binding motifs found in corresponding promoter NDRs. **d** KLF5 expression in normal, primary, and metastatic pancreatic cancer cells (****adj. *p* < 0.0001). **e** KLF5 expression in tumor samples (cancer) and tumor-adjacent normal samples (paracancer) from the TCGA PAAD dataset (Wilcoxon rank-sum test, **p < 0.001). **f** Kaplan–Meier survival curves for overall survival for KLF5 expression in the TCGA PAAD dataset. **g** In situ Hi-C maps and histone ChIP-seq tracks surrounding the KLF5 locus in PANC-1 and Capan-1. The enhancer-promoter loops are shown by black arrows. Whiskers of box plots are from Q1-1.5*IQR to Q3 + 1.5*IQR

It is worth noting that the KLF5 motif was enriched at metastasis-specific enhancers and corresponding promoters (Fig. 6b–c). Previous studies demonstrated that KLF5 is critical for pancreatic cancer progression [31, 32]. RNA-seq analysis revealed that KLF5 was significantly upregulated in metastatic cancer cells (adj. *p* < 0.0001) (Fig. 6d). Furthermore, we analyzed the TCGA dataset and found that KLF5 expression was higher in pancreatic cancer samples than that in normal samples (*p* = 0.0017, Student’s *t*-test) (Fig. 6e), and high expression of KLF5 was associated with poor prognosis of patients with pancreatic cancer (*p* = 0.0145, log-rank test) (Fig. 6f). 

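KLF5 (ENSG00000102554), on chromosome 13 of hg19 from 73629114 to 73651679, had 91.9 ± 2.39 FPKM (SD, n = 3) in Capan-1. Expression was 0.658 ± 0.108 FPKM (SD, n = 3) in PANC-1, from 35 to 51 reads, and 3.72 ± 0.251 FPKM (SD, n = 3) in HPNE. The log2 fold change against PANC-1 was 6.93 (SE 0.111, adjusted p = 1.16e-09 from limma), or 139.7-fold between the means. Each library in turn could be left out, with values from 6.81 to 7.00. Capan-1 exceeded HPNE 24.7-fold (log2 fold change 4.59), and PANC-1 lay below HPNE at -2.34. The neighbours of KLF5 in Fig. 6g moved less. Only MZT1, at 1.35, was called, and BORA, DIS3, PIBF1 and KLF12 lay between -0.13 and 0.58.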

Using our multi-omic data, we identified several enhancers that looped to the KLF5 promoter region in metastatic cancer cells (Fig. 6g, black arrows), which cannot be found in primary cancer cells. Together, metastasis-specific enhancers loop to promoters of several key TFs, which can mediate additional enhancer-promoter loops to upregulate genes associated with pancreatic cancer metastasis.

## Discussion

Previous work had developed 3D chromatin structure of pancreatic cancer, but they focused on structural variants detection [33] by Hi-C and TAD alterations [34, 35]. Here, we reported sub-5-kb resolution Hi-C maps to identify contact domain and loop alterations during pancreatic cancer metastasis. By combining with other sequencing, we provided an analytical framework integrating multi-omics data based on Hi-C to study 3D epigenome and transcriptional regulation (Fig. 7), and demonstrated that the 3D epigenome reprogramming played an important role in pancreatic cancer metastasis. Sub-5-kb Hi-C maps allowed us to identify compartments, contact domains, and loops simultaneously. Together with the other epigenomic and transcriptomic datasets, these high-resolution Hi-C map provided a useful resource for the pancreatic tumor field and for future studies on the relationships between chromatin interaction, epigenetic factors, and transcriptional regulation.

**Fig. 7:**
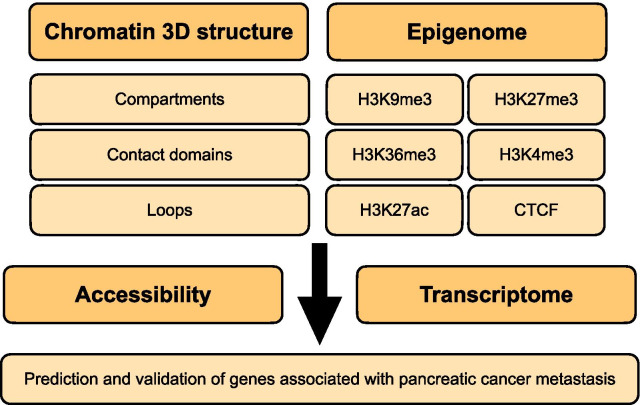
The analytic framework of multi-omics data based on Hi-C. Flow diagram showed the analytic framework in this study to identify 3D epigenome reprogramming associated with key gene transcription during pancreatic cancer metastasis

Before analyzing the multi-omics data, we first examined the correlation among these omics data to test the data quality. We found that A compartments exhibited active chromatin state and higher gene expression. Genes located in H3K36me3-enriched contact domains expressed higher than those in other contact domains. Meanwhile, genes looped to cell-type-specific enhancers exhibited higher expression in the corresponding cell type. These results confirmed the reliability of the Hi-C maps.

Our Hi-C maps highlighted that pancreatic cancer cells derived from liver metastasis exhibited dramatic differences in different chromatin scale. We found that compartment rearrangement in metastatic pancreatic cancer cells was more substantial. In addition, contact domains altered genomically and epigenomically during pancreatic cancer metastasis. Our results showed that contact domains became smaller and more numerous, which was associated with changes of histone modifications, during pancreatic cancer. Finally, loops increased dramatically in metastatic pancreatic cancer cells. Meanwhile, we identified over 600 genes looped to metastasis-specific enhancers and TFs involved in these loops. These results showed that 3D epigenome reprogramming did exist during pancreatic cancer metastasis. Notably, by combining histone modifications data, we found that (1) different distribution patterns of H3K9me3 in compartments and contact domains, indicating that reprogramming of large organized chromatin histone H3 lysine 9 (H3K9)-modified heterochromatin (LOCKs) during pancreatic cancer metastasis [20] can be accompanied by reprogramming of compartments and contact domains (Fig. 2d); (2) enhancer reprogramming during pancreatic cancer metastasis [22] can be accompanied by loop reprogramming (Fig. 5b). These findings validated and expanded the knowledge of previous studies.

Furthermore, clustering analysis showed that genes located in regions with changed chromatin interactions were associated pancreatic cancer metastasis. On the one hand, more than 90% pancreatic cancer patients carry KRAS mutation [24, 36], which activates Ras signaling pathway constitutively and promotes pancreatic cancer tumorigenesis and metastasis. GO enrichment analysis showed that genes with compartment switching, contact domain changing, and loop reprogramming were enriched at KRAS-associated terms (e.g., small GTPase mediated signal transduction, SH3 domain binding, regulation of GTPase activity, etc.). On the other hand, these genes were enriched at terms that are associated with adaptation to hepatic microenvironment, due to Capan-1 is derived from liver metastasis of pancreatic cancer. Pancreatic cancer is a hypoxic cancer and largely tropic for organs that receive blood supply (e.g., liver and lung). Upregulated oxidation-regulation associated genes with compartment switching can enhance resistance to oxidative stress of pancreatic cancer cells in liver. Besides, contact domain or loop reprogramming upregulated genes associated with PDGFR pathway or angiogenesis, which enhanced angiogenic capacity of pancreatic cancer cells, enabling them to adapt to the hepatic microenvironment surrounded by liver sinuses. Taken together, we have demonstrated that multiscale 3D epigenome reprogramming can promote pancreatic cancer metastasis by activating KRAS-associated pathways, and enhancing adaptive capability to hepatic microenvironment of pancreatic cancer cells.

However, most Hi-C maps of solid tumor are based on cell line currently [37], because cancer cells obtained from clinical specimen cannot meet the cell number requirements of Hi-C and ChIP-seq simultaneously. Compared with other solid tumor, pancreatic cancer cells consist of approximately 10–30% of the cellular components in pancreatic cancer tissue [38], which further increases the difficulty of sequencing library construction of Hi-C and ChIP-seq. Furthermore, according to NCCN guideline (www.nccn.org/patients), chemotherapy is the first-line therapy for pancreatic cancer patients with liver metastasis, because they cannot benefit from surgery. As a result, it is almost impossible to obtain comprehensive multi-omics data in the same pancreatic cancer patient with liver metastasis and we can only obtain multi-omics data from cell line currently. To avoid bias arising from cell line, we downloaded microarray/RNA-seq data of pancreatic cancer tissues from GEO. By combining our Hi-C data, we identified the key gene, LIPC, looped to Capan-1 specific enhancers and significant upregulated in metastasis lesions of pancreatic cancer. GEO datasets and our IHC analysis demonstrated that LIPC expression was significantly higher in liver metastasis compared with primary pancreatic cancer and normal pancreatic tissues. In vitro studies showed that LIPC can promote pancreatic cancer migration, invasion, and EMT process. In vivo studies further confirmed that LIPC is critical for pancreatic cancer growth and metastasis. These results emphasized the important role of LIPC in pancreatic cancer metastasis, and demonstrated that 3D epigenome reprogramming can upregulate metastasis-promoting genes to promote pancreatic cancer metastasis. Interestingly, LIPC encodes hepatic triglyceride lipase, which expresses almost exclusively in liver for fatty acid metabolism. According to opinions of Schild et al. [39], organ-specific metastatic colonization needs unique metabolic adaptations. From the perspective of metabolism, our results confirmed the speculation that 3D epigenome reprogramming in liver metastasis enables pancreatic cancer cells to adapt to the hepatic microenvironment via metabolic adaptations. The interaction among 3D epigenome, metabolism, and primary/metastatic microenvironment would be an interesting and important field for future cancer research.

## Conclusions

In summary, we reported the most comprehensive study on 3D epigenome in pancreatic cancer metastasis and identified candidate genes that promote pancreatic cancer metastasis. This forms an important resource for the pancreatic cancer research community and provides new insights into pancreatic cancer pathobiology. We anticipate that many of candidate genes may become therapeutic targets for pancreatic cancer.

## Supplementary Information

**Additional file 1**. Quality control of the next generation sequencing data in this study.

**Additional file 2**. A/B compartments identified by in situ Hi-C. (A) PC1 value of chromosome regions in three cell lines. (B) Concordance genes related to Fig. 2. (C) GO enrichment analysis of the concordance genes.

**Additional file 3**. Contact domain boundaries identified by in situ Hi-C. (A) Contact domain boundaries and their overlap in three cell lines. (B) Genes located in ± 5 kb of cell-type-specific contact domain boundaries. (C) GO enrichment analysis of the genes located in ± 5 kb of cell-type-specific contact domain boundaries.

**Additional file 4**. Contact domains identified by in situ Hi-C. (A) Contact domains in three cell lines. (B) Histone mark-enriched contact domains and FPKM of genes located in these contact domains. (C) Common and specific contact domains in Capan-1 versus PANC-1. (D) Common and specific contact domains in PANC-1 and HPNE. (E) Genes located in contact domains switched from inactive type to active type. (F) GO enrichment analysis of genes in (E).

**Additional file 5**. Loops identified by in situ Hi-C. (A) Loops in three cell lines. (B) Genes looped to Capan-1 specific enhancers, compared with PANC-1. (C) GO enrichment analysis of genes looped to Capan-1 specific enhancers. (D) Genes looped to PANC-1 specific enhancers, compared with HPNE.

**Additional file 6**. TFs involved in enhancer-promoter loops. (A) TFs enriched in Capan-1 specific enhancer NDRs. (B) TFs enriched in promoter NDRs looped Capan-1 specific enhancers. (C) TFs enriched in PANC-1 specific enhancer NDRs, compared with Capan-1. (D) TFs enriched in promoter NDRs looped PANC-1 specific enhancers, compared with Capan-1.

**Additional file 7**. Supplementary figures and tables.

## Data Availability

The raw sequence data generated in this study have been submitted to the NCBI BioProject database (https://www.ncbi.nlm.nih.gov/bioproject/) under accession number PRJNA62607. (Reviewer link: https://dataview.ncbi.nlm.nih.gov/object/PRJNA626067?reviewer=k4t73rr7jpjcnchslljs0ralt7). The processed sequence data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE149103 (Secure token: qlknsgewbdyfzsp).

## Abbreviations

Hi-C: High throughput variant of chromosome conformation capture
ATAC-seq: Assay for transposase-accessible chromatin using sequencing
ChIP-seq: Chromatin immunoprecipitation sequencing
RNA-seq: RNA sequencing
CTCF: CCCTC-binding factor
CTCFL: CCCTC-binding factor like
TSS: Transcriptional start site
BCAT1: Branched chain amino acid transaminase 1
TGFA: Transforming growth factor A
EGFR: Epidermal growth factor receptor
LIPC: Lipase C
GCKR: Glucokinase regulator
RXRA: Retinoid X receptor alpha
TF: Transcription factor
SP1: Transcription factor SP1
EGR1: Early growth response 1
KLF5: Kruppel like factor 5
E2F1: E2F transcription factor 1
MAZ: MYC associated zinc finger protein
ZFX: Zinc finger protein X-linked

How the deposited data were processed for this re-analysis (not part of the article)

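RNA-seq libraries of 3 cell lines, HPNE, PANC-1 and Capan-1, were analysed, with 3 replicates each. The authors mapped the reads to hg19 with HISAT2 2.1.0, counted them per gene with HTSeq 0.6.1 and deposited 1 table of FPKM values for the 9 libraries. No column of values was left unused. The Hi-C, ChIP-seq and ATAC-seq data, the tissue datasets and the experiments on LIPC were not analysed here, so statements that rest on them alone have no values of their own.

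For each gene, with the scale of each library divided out, the largest step of which all values are whole multiples was taken as 1 read. For the 4348 genes above 0 in 1 library only this is 1 read by construction, and elsewhere a gene whose true counts share a factor would be given too few reads. These gave the depth per library, from 15665239 to 18117003 reads, and the floor of 3 reads under which a ratio of means is a lower bound. The FPKM as deposited were used for all tests, without further scaling. Gene identifiers were matched to names and to hg19 positions for 33077 genes. The other identifiers were kept by their number.

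Differential expression was tested with limma 3.58.1 in R 4.3.3. The model was fitted to log2(FPKM + 0.1) of all 9 libraries with a term per cell line, an intensity trend in the prior variance, two-sided moderated tests and Benjamini-Hochberg adjustment over the 22761 genes with a mean of at least 0.1 FPKM. A gene was called at an adjusted p of 0.05 or less and an absolute log2 fold change of at least 1, the thresholds in the paper's methods. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The fit was tested on simulated data with the depth of these libraries and, per gene, the median of the spreads within the cell lines. A wider spread in 1 line, such as PANC-1, is not carried by this median. With no gene changed, 3 of 22767 genes were called and 4.93% had an unadjusted p under 0.05. With changes added, all beyond the fold threshold for calls, 158 genes were called. Among them were 143 of 192 changed genes (74.5%), and 127 of 139 with a mean of at least 1 FPKM (91.4%).

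Gene lists were read from the supplementary files, by the identifiers given there: genes looped to Capan-1-specific and PANC-1-specific enhancers, genes with concordant compartment switching and expression, and the genes of the terms in Fig. 1c and Fig. 4c. Looped lists were compared with 10000 random lists drawn from 20 bins of expression, and with camera at a preset correlation of 0.01, camera with an estimated correlation and fry. Chromosome medians and the medians of the 20 nearest genes outside a list were subtracted as checks for regional differences. Other splits of 6 libraries and 100 regroupings of the 9 libraries were refitted the same way.

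The genes named in the text were set by a rule. They are the genes the paper names with an expression level or as targets of its experiments, the transcription factors it names from motifs, the markers it blots (CDH1, CDH2 and VIM), and the 5 genes with the largest rise and the 5 with the largest fall between Capan-1 and PANC-1. The last were taken among called genes with no overlap between the libraries of these lines, which chance gives for 10% of genes, and a mean of at least 1 FPKM over the 9 libraries. Lists of marker genes were written in advance as well. They cover epithelial and mesenchymal genes, hepatic and foregut transcription factors, hepatocyte genes, H3K9 methylation and demethylation, H3K27 methylation and demethylation, H3K36 methylation, loop and boundary proteins, and the reference genes of the paper's qRT-PCR and blots. The first 10 lists were tested in 3 comparisons with camera, with adjustment over these 30 tests. Genes next to these in the genome, and genes of the lists or of checks made later, are named beyond the rule.

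Alternatives changed 1 choice at a time: a pseudocount of 1 or 0.01 FPKM, no filter on low values, genes with a mean of at least 1 FPKM, values rescaled to a common sum, quantile normalization, centring on the library median, a fit of the compared lines alone, a prior variance without a trend, the replicate number as a block, each library left out, and other thresholds for calls. These choices, the main tests and the lists of marker genes were made before the data were examined. Some checks of other explanations were chosen later, and the text says which. Fits to the recovered reads with voom, and ratios of recovered reads scaled by the median of ratios, were chosen after seeing the data. Results for 1 further region and for some genes that the rule names were left out. Of the lists of marker genes, members that are not listed in the table used here or lie under the filter were left out of the medians.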

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

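The test of single libraries among the genes below was chosen only after the result was seen, and the test of the scaling was set before. The paper does not discuss the 9 genes below, which are among those with the largest changes between Capan-1 and PANC-1, so they are data outside its account.

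Among the largest rises, TFF2 had a log2 fold change of 12.78 (mean 701 FPKM in Capan-1, no read in PANC-1, at least 3372-fold higher). CXCL5 rose by 11.52 (756 against 0.158 FPKM, 4779.6-fold). RNASE1 rose by 11.51 (292 FPKM against no read, at least 2544-fold) and is also among the genes looped to Capan-1-specific enhancers. PLAT rose by 11.32 (385 against 0.0532 FPKM, 7246-fold), and SLPI by 11.32 (256 FPKM against no read, at least 884-fold). Among the largest falls, LDHB had -10.49 (no read in Capan-1 against 145 FPKM, at least 2371-fold lower). DLL3 had -9.61 (0.0239 against 96.5 FPKM, at least 1389-fold lower), PPP1R14A -9.60 (0.0271 against 100.0 FPKM, at least 825-fold lower) and BASP1 -9.57 (0.00909 against 85.5 FPKM, at least 1002-fold lower). Every one was higher or lower in 3 of 3 Capan-1 libraries than in all PANC-1 libraries, but the rule that chose these genes required this. The adjusted p of limma lay between 1.99e-10 and 3.65e-08. The direction against HPNE was the same for all 9.

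The scaling of the libraries is argued against as the cause. Over the rescaled, quantile-normalized and centred values, the smallest absolute log2 fold change among the genes was 9.63. A few deviant libraries are argued against too. The lowest library of the higher cell line exceeded the highest library of the other, set to at least 3 reads, by at least 659-fold for each gene. The fitted values of genes without reads follow the pseudocount, and the bounds do not. What stays open is a difference between the cell lines themselves, which may reflect tissue state, the donor of each line or culture, and the design with 1 line per condition cannot separate these. As a hypothesis, the changes are biological differences between Capan-1 and PANC-1, not differences between metastasis and primary cancer as such.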

How the results depend on the processing

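No test in this part was chosen only after the result was seen, apart from the fits with voom on recovered reads. Between them, 46 results that answer a comparison were computed 821 times under alternatives, and 752 of these values kept the result as it was. Of the others, 61 moved, 1 was weaker, 1 stronger and 6 reversed. The cause was not tested unless stated.

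Counts of called genes depended on the pseudocount, the filter, centring and the threshold. With pseudocount 1, which shrinks changes of low values, 3195 genes were higher and 2346 lower in Capan-1 than in PANC-1, 3385 and 2121 than in HPNE, and 925 and 851 in PANC-1 than in HPNE. With genes with a mean of at least 1 FPKM, fewer genes were tested, and 3023, 3192 and 1435 were higher in the same comparisons. Centred on the median, 6004 genes were lower in Capan-1 than in PANC-1, and 4127 were higher and 5917 lower than in HPNE, since centring lowers every fold change of Capan-1. With an adjusted p-value of 0.05 or less alone, which drops the fold change, 6639 and 5863 genes were lower in Capan-1 than in PANC-1 and HPNE, and 5687 were higher and 3928 lower in PANC-1 than in HPNE. Each setting in which all 3 comparisons were run called fewer genes between PANC-1 and HPNE than between Capan-1 and either. With 1 library left out at a time, 5493 to 5692 genes were higher and 3695 to 4033 lower in Capan-1 than in PANC-1.

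The numbers of the replicates do not pair the libraries. Deviations of same-numbered libraries from their cell line's mean correlated between -0.05 and 0.05 over 9 pairs. With the replicate number as a block, 5742 genes were higher and 3874 lower in Capan-1 than in PANC-1, 6191 and 3468 than in HPNE, and 2374 and 1760 in PANC-1 than in HPNE.

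The median of genes looped to Capan-1-specific enhancers was 0.41 with pseudocount 1, 0.64 with pseudocount 0.01, 0.52 with genes with a mean of at least 1 FPKM, 0.51 rescaled to a common sum, 0.47 with quantile normalization and 0.16 centred on the median, where 282 of these genes were called lower. It stayed positive in all of these, while the median of all tested genes was -0.15 with quantile normalization and -0.31 when centred. Its percentile among random lists was 100 under each of the 4 matches, and camera with its preset correlation gave at most p = 4.08e-05 (with the replicate block). The median of genes looped to PANC-1-specific enhancers was 0.10 with pseudocount 1, 0.096 rescaled, 0.071 with quantile normalization and 0.030 when centred. It ranged from 0.14 to 0.22 across the 9 fits that each left out one library, with the highest value without PANC-1 replicate 1. With pseudocount 1, 15 of these genes were higher, and with genes with a mean of at least 1 FPKM, 21. Their set test passed the threshold with fry alone (p = 4.58e-04, without a preset correlation), which compares the list with no change and not with other genes.

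Among the concordance genes, 127 were higher than in both lines with pseudocount 1 and 115 with genes with a mean of at least 1 FPKM, where only 141 were tested and all 141 had a higher mean. Their median against PANC-1 was 1.13 with pseudocount 1, 2.92 with 0.01, 1.72 with no filter on low values, 2.08 with genes with a mean of at least 1 FPKM, 2.53 rescaled, 1.86 with quantile normalization, 1.79 centred and 2.87 with voom, a fit chosen after seeing the data. It ranged from 2.20 to 2.30 with 1 library left out. Against HPNE, the median was 1.24 with pseudocount 1, 3.02 with 0.01, 1.89 with no filter, 2.63 rescaled, 1.84 with quantile normalization, 1.79 centred and 2.84 with voom. Of the genes of the terms in Fig. 1c, 15 were called with genes with a mean of at least 1 FPKM, since fewer were tested.

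The mean correlation of HPNE with PANC-1 was 0.873 with no filter, 0.884 with genes with a mean of at least 1 FPKM, and by Pearson correlation 0.908 on log2(FPKM + 0.1) and 0.936 on log2(FPKM + 1). In the same order, HPNE with Capan-1 gave 0.772, 0.618, 0.738 and 0.795. PANC-1 with Capan-1 gave 0.769 with no filter, 0.604 with the stricter filter and 0.787 by Pearson correlation on log2(FPKM + 1). HPNE and PANC-1 correlated most in each of these settings.

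The 6 reversed values of these comparisons were medians of marker lists. The H3K27 demethylation list has 2 tested genes, and its median for Capan-1 against PANC-1, -0.02, ranged from -0.28 to 0.14 with 1 library left out. It was 0.14 without PANC-1 replicate 2, 0.089 without PANC-1 replicate 3 and 0.033 without Capan-1 replicate 2. Against HPNE, centring reversed the H3K27 methylation list, from 0.23 to -0.33, and the H3K9 methylation list, from 0.35 to -0.21, as it lowers every fold change of Capan-1. The loop and boundary proteins, at -0.05 against HPNE, ranged from -0.0746 (without HPNE replicate 2) to 0.0632 (without HPNE replicate 1). The mesenchymal list against PANC-1 fell by 2.92 with genes with a mean of at least 1 FPKM, where fewer of its genes were tested and its set test no longer passed.

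Among genes and terms named singly, 59 results were computed 1238 times under alternatives, and 1214 of these values were the same, 8 stronger and 16 moved. Of the moved values, 12 were term counts with fewer genes tested at a mean of at least 1 FPKM, and 2 were term counts with pseudocount 1. Those of EGR1 and ZFX are given with these genes. Depth limits the folds of genes without reads, such as LIPC in PANC-1, to lower bounds, and the self-test called fewer of the changed genes under 1 FPKM than above it.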

Differences from the paper's values

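None of the comparisons in this part was chosen only after the result was seen, except those with recovered reads. For LIPC, Capan-1 against PANC-1, the paper's log2 fold change is 11.44 and the fit to FPKM gave 7.44. None of the alternatives set before the data were examined closed the gap. The closest was pseudocount 0.01, with 10.75, and rescaling to a common sum gave 9.16. PANC-1 had no read of LIPC, and the lower bound of 8.74 on the log2 scale, or at least 428-fold, lies below the paper's value. No pseudocount-free ratio exists for the recovered reads.

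For GCKR, the paper's log2 fold change is 7.40 (supplement) against 5.17. With pseudocount 0.01 it was 7.44, within the error of the paper's value, and with each of the other alternatives set before the data were examined it differed, from 2.34 with pseudocount 1 to 6.46 rescaled to a common sum. For TGFA, the paper's value is 7.55 against 6.76. With pseudocount 0.01 it was 7.54 and as the log2 ratio of the mean FPKM with no pseudocount 7.64, both within the error. The other alternatives set before the data were examined differed, and rescaling gave 7.23. On recovered reads scaled by median of ratios, a setting chosen after seeing the values, TGFA was 7.63, within the error. GCKR was 7.79 in that setting, farther from the paper's value than its error of 0.283.

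Other values differed by less than the stated criteria. The paper's 624 higher and 189 lower genes of the list looped to Capan-1-specific enhancers stand against 625 and 171, and its 27 and 21 genes of the PANC-1 list against 33 and 16. The paper's RXRA and KLF5 values of 1.59 and 7.06 stand against 1.61 and 6.93. For CDH1, the paper's 6.59 stands against 6.97, within an error of 1.10 from the replicates. In Fig. 2e, BCAT1 reads about 15 FPKM in Capan-1, read by eye, against 14.7, and the median in Fig. 4b reads about 0.6, read by eye, against 0.58.

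For genes of the list looped to Capan-1-specific enhancers, recovered reads scaled by median of ratios, chosen after seeing the values, lay within 0.1 of the paper's log2 fold change for 92.3% of 1433 genes, against 73.3% for the fit to log2(FPKM + 0.1) and 83.8% for voom, both over 1428 genes.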

Other observations

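The splits for the looped lists and the concordance genes, the tests of depth and oxidative stress in PANC-1 replicate 1, of genomic DNA, of the identity of the HPNE libraries, of the region and neighbours of LIPC and of scaling for chromosome X were chosen only after the result was seen.

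Other splits of the libraries were refitted for each comparison. For Capan-1 against PANC-1, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes (9372), and the highest of the other 9 splits gave 0. The same held for Capan-1 against HPNE (1 of 10 splits, 9513 against 0) and for PANC-1 against HPNE (1 of 10 splits, 3744 against 23). For genes looped to Capan-1-specific enhancers, 1 of 10 splits gave as many higher genes (622 against 0), and for those looped to PANC-1-specific enhancers, 1 of 10 (32 against 0). With 10 splits no share can lie under 0.1, so the share alone cannot tell these counts apart from a lucky grouping. For the counts of all called genes, their size argues against it. Simulated data with the depth of these libraries, the median spread within the cell lines and no gene changed gave 3 called of 22767 genes. For the concordance genes, 3 of 100 regroupings of the 9 libraries gave at least the real 196 genes. Both others gave 205 and kept the 3 Capan-1 libraries together, and 97 regroupings gave 0.

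The excess of higher genes among those looped to Capan-1-specific enhancers was set against 3 technical sources. A list drawn from active promoters of Capan-1 would match random lists of equal expression there, but its median of 0.58 lay at percentile 100 of these, whose median was 0.21. After each chromosome's median was subtracted, the median was 0.45 against -0.09, again at percentile 100. After the median of the 20 nearest genes outside the list was subtracted, it was 0.32 against -0.08 over 1528 genes, also at percentile 100. None of these accounts for the whole excess, and a link to the loops stays a hypothesis. The list looped to PANC-1-specific enhancers lay at percentile 53.4 of random lists matched on PANC-1, so the choice of active promoters may explain its excess of higher genes in full.

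A gain or loss of the whole region would move neighbouring genes alike. Around BCAT1, the median of 3 neighbours was -1.91, opposite to BCAT1. Around TGFA, it was 0.14 over 13 genes, and around KLF5, 0.57 over 4 genes, far under the changes of TGFA and KLF5. A region-wide change is argued against as the cause at these 3 genes. Around LIPC, the median of the 2 neighbours drawn in Fig. 5b with at least 1 FPKM, ADAM10 and MINDY2, was 2.99, under the 7.44 of LIPC. A change of equal size across the region is thus argued against as the whole cause. It could account for part of it, and ENSG00000259353, not drawn there, had 14.4 FPKM in Capan-1 and none in PANC-1. The 10 genes around LIPC, 5 on each side, had a median of 2.15, which 1.06% of 13181 runs of 10 genes reached. This run holds ADAM10 and MINDY2, whose rise led to the test, and 3 genes that overlap them, so the share excludes nothing and chance placement stays open. MYO1E, farther downstream and chosen after its value was seen, rose by 2.79. Copy number was not measured in these data. A gain of the region and shared regulation stay open as candidate explanations for the neighbours.

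LIPC is best known from liver, and Capan-1 comes from a liver metastasis, so a wider rise of hepatocyte genes was tested. Of 20 hepatocyte genes listed in the table, 3 passed the filter and 2 were called higher in Capan-1 than in PANC-1 and 1 lower. For the list, camera with its preset correlation gave p = 0.330 before adjustment and fry, without a preset correlation, p = 1.24e-07. The list lay at percentile 90.8 of random lists. These tests rest on 3 genes. A rise of most hepatocyte genes is argued against since 3 of 20 passed the filter and 2 were called higher, and a rise of a few is not. The hepatic and foregut transcription factors did rise, with a median of 3.25 against PANC-1 and 3.98 against HPNE. Of 12 tested, 10 were higher in each comparison, HNF4A and HNF4G among them, and FOXA2 was lower (adjusted p = 0.00326 and 0.00181 from limma's camera, 0.0108 and 0.00827 unadjusted with the estimated correlation). Many of these genes are also expressed in pancreatic duct and foregut epithelium, so the list does not point to liver alone.

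Epithelial state is a candidate explanation for the distance of Capan-1 from both other lines. The epithelial list had a median of 6.10 against PANC-1 and 5.45 against HPNE, with 20 and 18 of 22 genes higher (adjusted p = 6.69e-09 and 1.84e-06 from limma's camera). The mesenchymal list had a median of -2.31 and -3.40, with 13 and 12 of 19 genes lower (adjusted p = 0.0160 and 3.78e-04). Exceptions in the mesenchymal list were CDH2, FN1, S100A4 and SNAI2, higher than in PANC-1. With the estimated correlation, the epithelial list passed in both comparisons (p = 0.0103 and 0.0220), and the mesenchymal list in neither (p = 0.280 and 0.148), while fry passed for both lists. The difference between the lists was 8.41 against PANC-1, 8.85 against HPNE and 0.58 for PANC-1 against HPNE. A mesenchymal state that HPNE and PANC-1 share may account for this, but the mesenchymal list also differed between them. Its median for PANC-1 against HPNE was -0.70, at percentile 0.02 of random lists, with 6 genes higher and 7 lower. The list did not pass in that comparison (adjusted p = 0.368 from limma's camera). Metastatic origin and epithelial state coincide in this design and may not be separated by 1 line each.

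The markers that the paper blots after changing LIPC differed between the untreated lines. CDH1 had 50.6 FPKM in Capan-1 and a log2 fold change of 6.97 against PANC-1 (adjusted p = 3.25e-06 from limma), and VIM fell by 9.51 (adjusted p = 1.15e-09 from limma). CDH2 was higher in Capan-1 than in PANC-1 by 3.35 (adjusted p = 1.63e-06 from limma) and close to HPNE, at -0.14 (adjusted p = 0.581). All 3 Capan-1 libraries lay on the stated side of the PANC-1 libraries for each gene.

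The paper reports H3K27me3 in B compartments of Capan-1 and H3K9me3 in those of HPNE and PANC-1. Expression of the enzymes is a candidate explanation that stays open, since members of the lists go both ways. The H3K9 methylation list, with a median of -0.06 against PANC-1, lay at percentile 53.39 of random lists (77.3 against HPNE, median 0.35). The H3K27 methylation list of PRC2 genes lay at percentile 48.5, median -0.11, and 68.1 against HPNE, median 0.23. Centring reverses both medians against HPNE. Single genes moved, with SUV39H1 lower in both comparisons, EHMT2 and EED higher than in HPNE, RBBP4 lower than in PANC-1 and PHF1 and PHF19 lower than in both. SUV39H1 lies on chromosome X, whose genes were lower in Capan-1 in both comparisons. The H3K9 demethylation list had medians of -0.32 and -0.18, and the H3K27 demethylation list -0.02 and -0.83, with KDM6B lower than in HPNE. The H3K36 methylation list had 0.75 and 0.68, with NSD1, NSD3 and SETD2 higher and NSD2 lower in both comparisons. In the comparisons of Capan-1, none of these 5 lists passed adjustment (lowest adjusted p = 0.368 from limma's camera). The reference genes of the qRT-PCR and blots had -0.32 and -0.55, with neither of the 2 called.

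The paper reports a lower share of CTCF at boundaries and loops in Capan-1. Of CTCF, RAD21, SMC1A and SMC3, 1 was called lower in Capan-1 than in both other lines (SMC1A), and 2 against PANC-1. CTCF itself was higher than in PANC-1, at 0.49 (adjusted p = 8.54e-05 from limma). Over the alternatives this value fell as low as 0.057, and the adjusted p of limma rose to 0.380. CTCF was also higher than in HPNE, at 0.34, where centring gives -0.22. RAD21 was higher in both comparisons, by 0.97 and 0.87. Since the genes go both ways, with SMC1A lower in both, lower expression of CTCF or cohesin genes stays open as a cause after this count of 1 of 4 genes. The 14 loop and boundary proteins had a median of -0.48 against PANC-1, with NIPBL higher and LDB1, SMC1A, SMC3, STAG2 and ZNF143 lower, and -0.05 against HPNE. SMC1A and STAG2 lie on chromosome X. Its genes had a median of -1.07 against PANC-1 and -0.90 against HPNE, so the falls of SMC1A and STAG2 may be part of that shift.

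Among the other genes the paper names from motifs, SP1 was higher in Capan-1 than in PANC-1 by 0.75 (adjusted p = 2.74e-05 from limma) and E2F1 lower at -0.48 (adjusted p = 3.03e-04 from limma). MAZ, at -0.43, did not pass (adjusted p = 0.107). ZFX was lower at -0.91 (adjusted p = 5.76e-04 from limma) and reached the fold threshold when rescaled (-1.05), with quantile normalization (-1.21), when centred (-1.34) and without PANC-1 replicate 1 (-1.03). It lies on chromosome X, whose genes had a median of -1.07 in the same comparison. EGR1 did not pass, at 1.24 (adjusted p = 0.0889 from limma), and its PANC-1 replicates were far apart, with 1.83 FPKM in replicate 1 against 10.7 and 9.67. It passed without PANC-1 replicate 2 (1.68) and with voom (1.28), and leaving out 1 library gave 0.43 to 1.68. Without a pseudocount, the ratio of mean FPKM gave 0.90 and that of recovered reads, chosen after seeing the data, 0.89. CTCFL had at most 1 read in any library and was not tested.

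PANC-1 replicate 1 differed from replicates 2 and 3. Depth is argued against, since the recovered reads of replicates 1 and 2 differed by 58.6 times counting noise with library totals taken into account. RNA of Capan-1 is argued against, with a median rise of 0 over 198 genes abundant in Capan-1 and near absent from replicates 2 and 3 (RNA of Capan-1 cells in the replicate 1 library). RNA of HPNE is argued against as well, at 0.157% of the HPNE level over 4 such genes. Genes of an oxidative stress response were lower in replicate 1, with a median log2 difference of -0.65 over 19 genes against -0.07 in random lists, and 15 of 19 lower. The median lay at percentile 0 of the random lists. Such a response, an oxidative stress response in the cultures of replicates 2 and 3, may therefore explain part of the difference. This was tested on data in which it had been noticed. HMOX1 had 17.0 FPKM in replicate 1 against 197 and 196, and FTL 553 against 2363 and 2303. COL1A1 had 156 against 23.4 and 22.6, and KRT8 507 against 137 and 135. These 4 genes were chosen after their values were seen.

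More genes were above 0 in Capan-1 (25394 to 25836 per library) than in HPNE (23136 to 23348) and PANC-1 (23337 to 23538). Depth is argued against, since after thinning all libraries to 15665239 reads the lowest Capan-1 library still had 2108 more genes than the highest other. Genomic DNA would place reads on silent genes in proportion to length. Of 134 olfactory receptor genes, 43 had no read in the 3 Capan-1 libraries, where even spread would leave 0.0078, and 3 genes held 68.6% of the reads. Genomic DNA is thus argued against as the source of all these reads. But reads on olfactory receptor genes were 2.92 times as frequent in Capan-1 as in the others, with 58.3 to 64.8 per library against 18.4 to 23.5, each per 1e6 reads, and 54 to 60 of the genes had reads against 33 to 39. A low level of genomic DNA stays open. Reads in all 3 Capan-1 libraries and in no other library were found for 975 genes, 303 of them protein coding and 351 lncRNA, at a median of 0.338 FPKM. The corresponding numbers were 105 genes for HPNE and 106 for PANC-1. Broader transcription in Capan-1 stays open as well, which the design of 1 line per condition cannot tie to metastasis.

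HPNE lay closer to PANC-1 than to Capan-1, so the identity of the HPNE libraries was examined. The line the paper names was immortalized with telomerase, yet TERT was lower in HPNE than in PANC-1 by 2.90 (SE 0.178, adjusted p = 7.45e-06 from limma), with 0.191 FPKM in HPNE, 2.08 in PANC-1 and 0.548 in Capan-1. That is consistent with cells other than the telomerase-immortalized line, but a silenced transgene, or one whose transcript lacks the regions counted, would look the same, and neither was tested. The paper states that its lines were authenticated by short tandem repeats. PANC-1 RNA in the HPNE libraries is argued against. Over 816 genes with at least 50 FPKM in PANC-1, the lowest HPNE level was 0.622% of the PANC-1 level, for NES (97.6 against 0.607 FPKM), and APOE, H19, MDK and CD24P4 also lay under 5%.

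Genes on chromosome X were lower in Capan-1. The median of 421 genes was -1.07 against PANC-1, with 82.4% lower, and -0.90 against HPNE, and it was 0.04 between PANC-1 and HPNE. Scaling would move random lists of matched expression alike, but 2.5% of these reached -0.18 or lower against PANC-1 and -0.03 or lower against HPNE, and 0 of them lay as low as chromosome X, so scaling is argued against. The 4 consecutive segments of the chromosome, of 105 or 106 genes each, had medians from -1.46 to -0.35 against PANC-1 and from -1.87 to -0.18 against HPNE, each at or under percentile 1.44 of random lists. A few genes or 1 segment are argued against as the sole source, but the shift is uneven. In the first segment it was smallest, and -0.18 lies just past the limit of -0.14 that 2.5% of random lists reach. A loss of an X chromosome, or its inactivation, in Capan-1 stays open as a hypothesis. The data hold no measure of copy number, and inactivation was not tested.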
